# NRF2 loss recapitulates heritable impacts of paternal cigarette smoke exposure

**DOI:** 10.1371/journal.pgen.1008756

**Published:** 2020-06-10

**Authors:** Patrick J. Murphy, Jingtao Guo, Timothy G. Jenkins, Emma R. James, John R. Hoidal, Thomas Huecksteadt, Dallin S. Broberg, James M. Hotaling, David F. Alonso, Douglas T. Carrell, Bradley R. Cairns, Kenneth I. Aston

## Abstract

Paternal cigarette smoke (CS) exposure is associated with increased risk of behavioral disorders and cancer in offspring, but the mechanism has not been identified. Here we use mouse models to investigate mechanisms and impacts of paternal CS exposure. We demonstrate that CS exposure induces sperm DNAme changes that are partially corrected within 28 days of removal from CS exposure. Additionally, paternal smoking is associated with changes in prefrontal cortex DNAme and gene expression patterns in offspring. Remarkably, the epigenetic and transcriptional effects of CS exposure that we observed in wild type mice are partially recapitulated in *Nrf2*^-/-^ mice and their offspring, independent of smoking status. *Nrf2* is a central regulator of antioxidant gene transcription, and mice lacking *Nrf2* consequently display elevated oxidative stress, suggesting that oxidative stress may underlie CS-induced heritable epigenetic changes. Importantly, paternal sperm DNAme changes do not overlap with DNAme changes measured in offspring prefrontal cortex, indicating that the observed DNAme changes in sperm are not directly inherited. Additionally, the changes in sperm DNAme associated with CS exposure were not observed in sperm of unexposed offspring, suggesting the effects are likely not maintained across multiple generations.

## Author summary

Paternal cigarette smoking has been linked to increased risk of several behavioral disorders, obesity, and cancer in offspring, but the mechanisms by which this occurs have not been identified. *How does paternal cigarette smoke exposure*, *originating in the lungs*, *lead to systemic heritable health problems in offspring*? Here we address this question through genome-wide epigenetic and gene expression studies of mouse. We find that paternal cigarette smoke exposure has a substantial impact on offspring, including significant changes in gene expression and DNA methylation in the brains of unexposed F1 mice. We hypothesized that the observed heritable impacts were likely caused by systemic oxidative stress. Indeed, when we assessed epigenetic and gene expression patterns in mice that were null for the *Nrf2* gene (an established mouse model that is hyper-sensitized to oxidative stress) many of the observed outcomes from paternal cigarette smoke exposure were recapitulated, including impacts on epigenetic marks and gene expression in unexposed *Nrf2*^+/-^ offspring. These results suggest that oxidative stress is an important mechanism by which the heritable negative impacts of paternal cigarette smoking arise.

## Introduction

Cigarette smoke (CS) exposure is a global epidemic with significant health consequences. In a recent study it was estimated that more than one third of the world’s population is regularly exposed to tobacco smoke [1]. The health consequences of smoke exposure are significant and include numerous diseases and dysfunctions of the respiratory tract, increased risk of multiple types of cancer and cardiovascular disease [2, 3]. Tobacco smoke exposure is a global problem, the implications of which are becoming increasingly apparent. However, little is known about the impact of paternal exposure to CS on sperm and implications of preconception paternal CS on offspring health [4].

Male fertility rates have steadily declined in developed countries over the past half-century [5–7]. These trends are due to a variety of factors, but increased exposures to environmental toxins and negative lifestyle factors likely contribute [8, 9]. Cigarette smoking is associated with an accumulation of cadmium and lead in seminal plasma, reduced sperm count and motility, and increased morphological abnormalities in sperm [8, 9]. In addition, reduced reproductive potential has been reported in tobacco smoke-exposed mice [10] and humans [11]. Adult male mice exposed to sidestream tobacco smoke display significant increases in sperm DNA mutations at expanded simple tandem repeats (ESTRs) [12], as well as more frequent aberrations in sperm chromatin structure and elevated sperm DNA damage [10]. In contrast, CS-exposed male mice exhibit no measurable increase in somatic cell chromosome damage, indicating that germ cells may be more prone to environmentally-induced genetic and/or epigenetic insults compared with somatic cells.

The International Association for Research on Cancer has declared that *paternal* smoking *prior* to pregnancy is associated with a significantly elevated risk of leukemia in the offspring [13], suggesting CS-induced changes occur in sperm that influence offspring phenotype. Smoking has been clearly shown to modify DNAme patterns and gene expression in somatic tissues in individuals exposed to first- or second-hand tobacco smoke [14–16] as well as in newborns of smoking mothers [17–19]. We recently reported altered sperm DNA methylation (DNAme) patterns in men who smoke [20].

Mounting evidence supports sperm epigenetic changes as a mechanism for increased health risks in offspring of smoking fathers. We therefore aimed to explore the dynamics of sperm epigenetic changes after withdrawal from smoke, and to explore the mechanism underlying CS-induced alterations in offspring.

## Results

### Experimental design and phenotypic effects

Male mice were assigned to CS- exposed or non-exposed groups (n = 10–12 per group). The CS animals were exposed to the body mass-adjusted equivalent of 10–20 cigarettes per day, 5 days per week over a period of 60 days- corresponding to two complete cycles of spermatogenesis (Fig 1A). CS- exposed and control mice were bred to unexposed females, and offspring were analyzed for phenotypic and molecular measures. The nuclear factor (erythroid-derived 2)-like 2 (NRF2) pathway is the primary cellular defense against the cytotoxic effects of oxidative stress. Thus, to investigate the mode by which CS-induced epigenetic changes occur, we utilized the *Nrf2*^*-/-*^ mouse model, which has compromised antioxidant capacity. In agreement with the literature, both wild type (WT) and *Nrf2*^*-/-*^ mice that were exposed to CS weighed significantly less than non-exposed control animals (S1A Fig). Sperm concentration and motility were not significantly impacted by CS exposure, but sperm concentration was lower in *Nrf2*^*-/-*^ than WT males, and conception was significantly delayed in CS-exposed *Nrf2*^*-/-*^mice compared with unexposed *Nrf2*^*-/-*^mice (S1A Fig). Growth trajectories, sperm parameters, litter size and sex ratios in offspring were not different in F1 animals based on paternal CS exposure or paternal genotype (S1B Fig).

**Fig 1:**
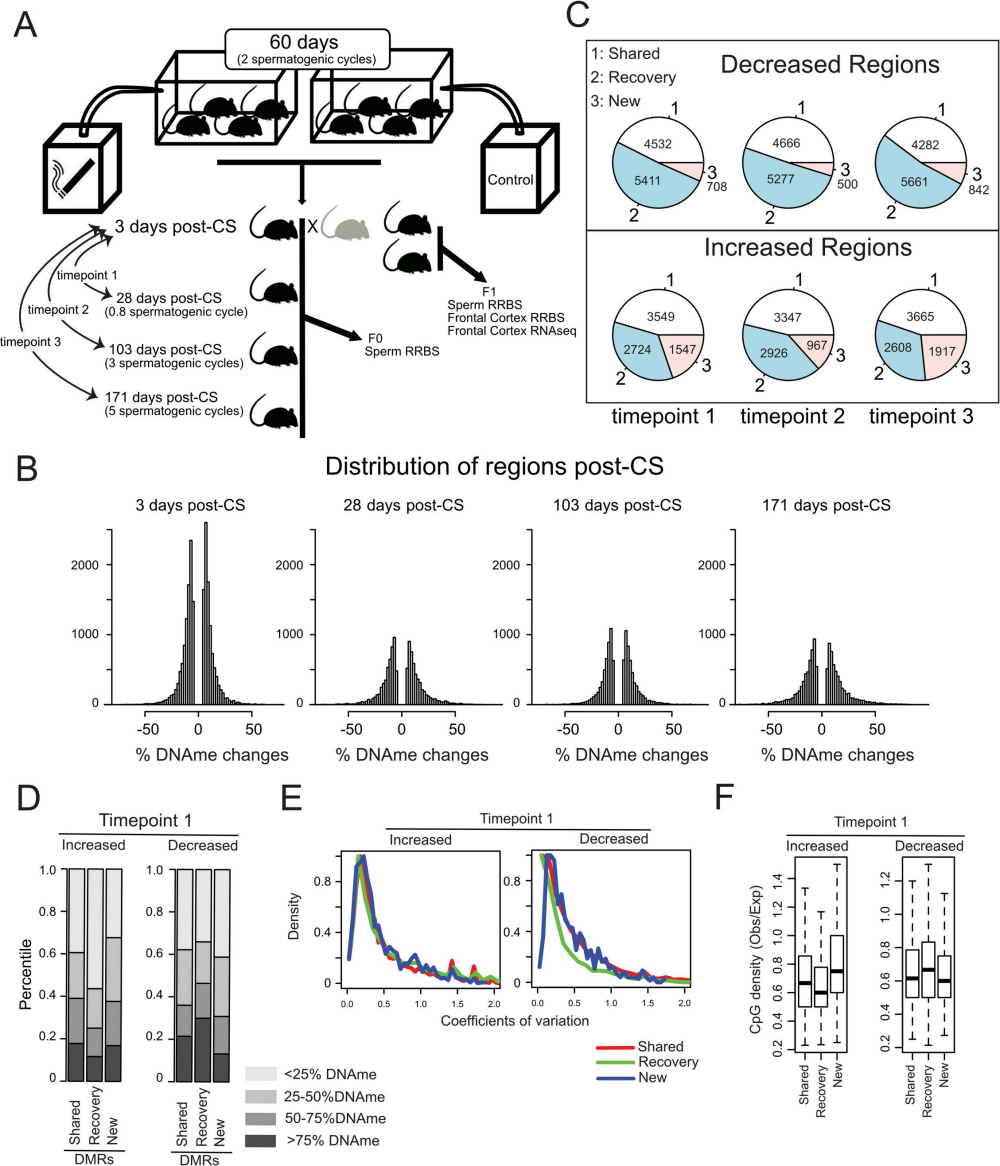
Schematic of study design and regional DNA methylation changes and recovery. **A)** Male mice were assigned to CS- exposed or non-exposed groups (n = 10–12 per group). The CS animals were exposed to the body mass-adjusted equivalent of 10–20 cigarettes per day, 5 days per week over a period of 60 days- corresponding to two complete cycles of spermatogenesis. CS- exposed and control mice were bred to unexposed females, and offspring were analyzed for phenotypic and molecular measures (see method for more details). **B)** Histograms describing the changes of DNAme in sperm after CS-exposure and recovery. **C)** The majority of DMRs observed prior to recovery were either maintained across the recovery period or returned to baseline levels, with only a small fraction of new DMRs emerging during the recovery period. Comparison is based on the 3 days post-CS group. **D)** Impact of the initial methylation status and direction of change on methylation recovery in the group analyzed 28 days after removal of CS. The hypomethylated DMRs (<25% DNAme) in which methylation increased and the hypermethylated DMRs (> 75% DNAme) in which methylation decreased with smoke exposure were more likely to recover. Regions of intermediate DNAme were less likely to recover. **E)** DMR recovery as a function of CpG density in the 28 days post-CS group. In every category of DMR (shared, recovery or new) variation diminished as CpG density of a region increased. The impact of CpG density on variation was particularly apparent for regions in which DNAme decreased as a result of CS exposure and later recovered to baseline. **F)** DMRs that displayed increased DNAme in CS-exposed animals and recovered within 28 days post-CS were generally regions of lower CpG density, while DMRs that lost methylation and subsequently recovered were generally at regions of higher CpG density.

### Smoking-induced DNAme changes in F0 sperm recovered in accordance with CG density

We performed reduced representation bisulfite sequencing (RRBS) to explore the effects of smoking on F0 sperm DNAme (sperm collected within 3 days of completing a 60-day smoking treatment), and we examined whether CS-induced DNAme changes recover to baseline, unexposed levels following removal of CS exposure (28, 103 and 171 days after smoking treatment; n = 10 per group). Due to the epigenetic reprogramming that occurs in early embryos, it is unlikely that CS-induced changes in paternal sperm DNAme directly influences offspring phenotype. However, because DNAme is a sensitive marker and can be reliably assessed on a genome-wide scale, we view it as an important signature of epigenetic change. Recent studies have found that increased variation in DNAme can be a consequence of particular environmental insults, including cigarette smoke exposure [21–24]. We therefore analyzed our data in a manner that would allow us to assess both average DNAme changes and variation in DNAme levels. Here, we first assessed DNAme at individual CpGs, and then investigated regional DNAme. We found CS-associated changes in DNAme at a large number of individual CpGs (S1E Fig) with essentially equal representation of sites that lost DNAme and gained DNAme. In addition, we found that the number of differentially methylated CpGs declined only slightly after removal of CS exposure for 28–171 days (S1C Fig). We partitioned differentially methylated CpGs into three groups: 1) shared, meaning differentially methylated CpGs that were maintained between the treatment group and the respective recovery group, 2) recovered, meaning CpGs that were differentially methylated after initial exposure but were no longer differentially methylated in the recovery group, and 3) new, meaning CpGs that were not differentially methylated after initial exposure but emerged as newly differentially methylated in the recovery groups. These classes were assessed separately for CpGs that initially lost DNAme verses those that initially gained DNAme relative to the control. For CpGs that lost DNAme, the three groups were relatively evenly represented across recovery times, with only a slight over-representation of shared CpGs. For CpGs that gained DNAme, there was a slight bias toward the emergence of new differentially methylated CpGs across recovery groups (S2D Fig).

Given that DNAme status of CpG regions likely has a greater capacity to confer functional effects compared with individual sites, we subsequently binned individual CpGs into regions based on their proximity (see methods). We then performed analyses similar to those performed for individual CpGs. Only regions with more than 3 CpGs were included, and all CpGs per regions were required to have a minimum of 8 reads in at least 4 biological replicates. As expected, changes in DNAme occurred at far fewer regions compared with individual CpGs (S1E Fig), and importantly, we found strong evidence for recovery of smoke-induced sperm DNAme changes following removal of the exposure. Indeed, the majority of DNAme regions that recovered returned to control levels within 28 days of removal of smoke exposure, and additional recovery was not observed following longer recovery periods (Fig 1B). In contrast with the individual CpG data, we found that far fewer new differentially methylated regions (DMRs) emerged during the recovery period (Fig 1C).

We then sought to understand epigenetic properties that might impact the ability of specific regions to recover following removal of the CS. For this analysis, we classified all DMRs into six classes, based on their dynamics during recovery (shared, recovered or new) and their direction of change (increase or decrease). We discovered that upon smoke exposure the hypomethylated regions where DNAme increased, and hypermethylated regions where DNAme decreased, were more likely to recover (Fig 1D and S2A Fig). Intermediate DNAme were less likely to recover across all groups, thus suggesting that regions of extreme hyper- and hypo-DNAme were less likely to change after CS exposure, and when changes did occur, these regions were more likely to recover. We then investigated whether normal variation in DNAme might contribute to the CS mediated DNAme changes. Indeed, DMRs where methylation changes were maintained tended to have higher overall variation and a higher degree of statistical significance (S2B Fig). We observed that recovered DMRs which initially decreased in DNAme level had lower variation compared with all other groups (Figs 1E and S2C). Moreover, DMRs that displayed increased DNAme in CS-exposed animals and subsequently recovered were generally regions of lower CpG density, while DMRs that lost DNAme and subsequently recovered were generally at regions of higher CpG density (Fig 1F and S2D Fig).

### Paternal CS exposure impacted DNAme and gene expression changes in F1 brains

We next sought to determine whether paternal CS exposure had any effect on offspring phenotype. Given that brain and nervous systems were previously reported to be sensitive to preconception paternal exposures [25–28], we investigated DNAme by RRBS in the prefrontal cortex of F1 mice derived from CS-exposed sires compared to the offspring of unexposed males (n = 8 per group). These experiments were performed exclusively on male mice in order to avoid confounding due to sex-related differences in DNA methylation and RNA expression. We found that paternal smoking altered DNAme patterns in over 28,000 regions in the prefrontal cortex of offspring (Fig 2A).

**Fig 2:**
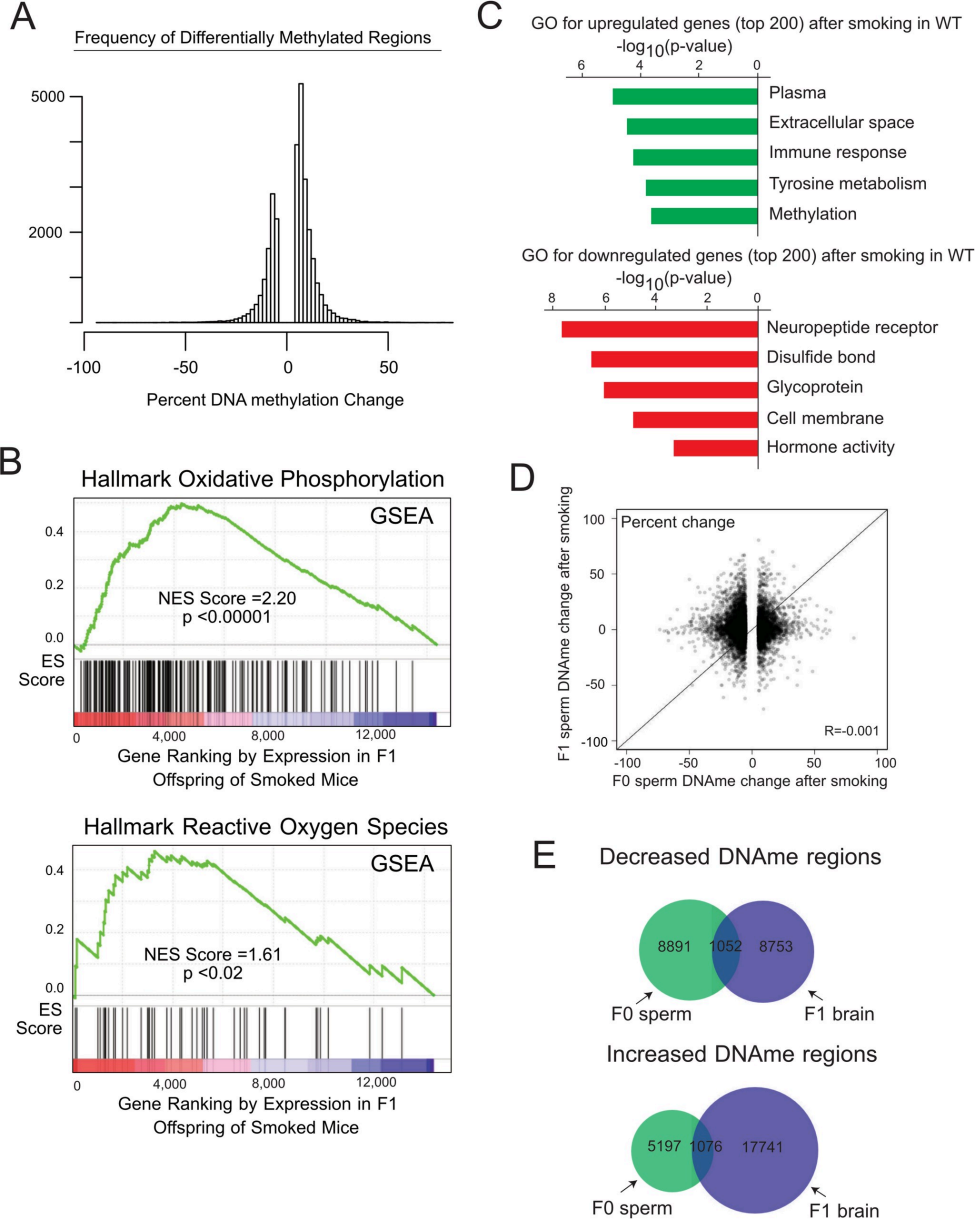
Cigarette smoking leads to changes in gene expression in offspring brain, but these changes do not suggest a direct DNAme inheritance model. **A)** Variation in F1 prefrontal cortex gene expression was significantly higher in CS-exposed animals compared with controls suggesting stochastic dysregulation of gene expression in paternal CS-exposed offspring and offspring of mice with reduced antioxidant capacity. **B)** GSEA analysis revealed that oxidative phosphorylation pathway genes (top) and reactive oxygen species genes (bottom) are significantly upregulated in the brains of the F1 offspring of smoked mice. **C)** Gene ontology analysis of significantly upregulated and downregulated genes associated with paternal CS exposure indicated significant overrepresentation of several gene families. **D)** The DNAme changes observed in F0 sperm were not observed in the sperm of F1 offspring, suggesting the CS-associated effects likely do not confer risk beyond the first generation. **E)** Likewise, no significant overlap was observed in DMRs in F0 sperm compared with DMRs in F1 prefrontal cortex.

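RNA of the prefrontal cortex of male F1 mice was made into stranded libraries depleted of ribosomal RNA, and the authors deposited the number of reads counted on each gene, without normalization. The mice were offspring of CAST/EiJ dams and of C57BL/6J sires, either wild-type (WT) or lacking the Nrf2 gene (Nrf2-/-), that had been exposed to cigarette smoke (CS) for 60 days or left unexposed (control). The offspring of Nrf2-/- sires carried a single null allele themselves, so the genotype of the sire and that of the offspring changed together. Counts were analysed for 6 offspring of control WT males, 7 of CS-exposed WT males, 8 of control Nrf2-/- males and 8 of CS-exposed Nrf2-/- males, where the paper states n = 8 per group. The total count per library ranged from 9018695 to 12212511 (median 10436883.5) in offspring of control WT males and from 7185544 to 14505081 (median 9252271) in offspring of CS-exposed WT males. It ranged from 8019341 to 14923119 (median 9837730.5) in offspring of control Nrf2-/- males and from 9662095 to 13229464 (median 12011098.5) in offspring of CS-exposed Nrf2-/- males. These totals cover the reads the authors counted on genes. The authors aligned the reads to mm10 with Novoalign, removed low-quality and non-unique reads and counted with regard to strand. Of the 19362 genes in the table, 17622 passed the filter of edgeR on low counts. Library sizes were normalized by the TMM method, and all 4 groups were fitted together, sharing their estimates of the spread. The counts of every pair of libraries of a group differed by more than the sampling noise (lowest chi-square per degree of freedom 2.94), so no library repeats the counts of another in its group. That each library is a separate animal is taken from the paper's design. The labels do not name the sire or litter of any animal. All tests therefore took the animals as independent, and littermates within a group could make their p-values unreliable. As a check of sex, the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y had at least 15.6 CPM (counts scaled to a common library size with the TMM factors) in every library, and Xist had at most 3.65 CPM. The lane in which each library was sequenced was not analysed here.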

To further investigate the potential for phenotypic effects in offspring associated with paternal CS exposure, we performed RNA-seq of the F1 prefrontal cortex in the same animals as those assessed for DNAme. We identified 134 genes that were significantly differentially expressed (|log2(fold change)|>1 and p-value < 0.05) in F1 offspring sired by CS exposed males compared with unexposed males. 

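At this threshold, the quasi-likelihood test of edgeR (unadjusted p) gave 59 genes between offspring of CS-exposed (n = 7) and control (n = 6) WT males, 56 of them higher and 3 lower after CS exposure. After Benjamini-Hochberg adjustment over the 17622 genes tested, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.166. The unadjusted p was under 0.05 for 1426 genes. Of the alternatives tried, a fold change threshold of 1.5 moved the number at the paper's threshold most, to 260 genes. The 5 genes with the smallest p all had an adjusted p of 0.166. Pfdn5 (ENSMUSG00000001289, chromosome 15 of GRCm38, from 102326116 to 102331873) had 59.9 ± 5.95 CPM (SD, n = 7) against 77.5 ± 8.17 (n = 6), a log2 fold change of -0.37 (standard error 0.0750, edgeR). Klhl14 (ENSMUSG00000042514, chromosome 18, from 21550377 to 21654718) had 3.36 ± 1.63 CPM against 1.32 ± 0.280, a log2 fold change of 1.35 (standard error 0.285). Gm17315 and A330009N23Rik, for which the annotation used gives no position, had log2 fold changes of -1.02 (standard error 0.214) and -0.41 (standard error 0.0877). Th, which encodes tyrosine hydroxylase (ENSMUSG00000000214, chromosome 7, from 142892752 to 142931128), had 6.83 ± 12.4 CPM against 0.692 ± 0.163, a log2 fold change of 3.28 (standard error 0.713). A single library with 34.9 CPM set much of this mean, and the other 6 libraries had 1.04 to 4.11 CPM. That library also had the highest score of olfactory bulb marker genes other than Th.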

To determine whether the observed gene expression changes were related to differential methylation change, we attempted to score gene expression changes at DMRs located within 1kb of transcription start sites (TSS). Unfortunately, this resulted in only 7 DMRs occurring within 1kb of any differentially expressed genes (p-value = 0.1, see methods). Thus, we were unable to conclude that DNAme changes were associated with gene expression changes, likely due to a lack of RRBS coverage at promoter regions.

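Variation between animals was measured for each gene as the standard deviation (SD) of log2 CPM (prior count 2) within a group. The median SD over 17622 genes was 0.226 in offspring of CS-exposed WT males (n = 7) and 0.163 in offspring of control WT males (n = 6). The median over genes of the log2 ratio of the SDs was 0.45, a ratio of 1.36, and the SD was higher after paternal CS exposure for 12986 genes (73.7%). In an exact permutation test over all 1716 splits of the libraries, the two-sided p was 0.00699 (0.0140 after Benjamini-Hochberg adjustment over 4 such comparisons). The libraries did not contribute evenly. The root mean square distance in log2 CPM from the other libraries of the group was 0.416 to 0.441 in some CS-exposed libraries. In the rest it was 0.297 to 0.335, inside the control range of 0.260 to 0.361. Among the alternatives, the largest move came from removing the scores of 5 lists of tissue marker genes from each gene, a step chosen after seeing the data. The median log2 ratio was then 0.19 (exact permutation test, p = 0.210). Removing 5 random gene lists lowered it as far in 46 of 100 draws, so this drop does not single out tissue composition.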

Interestingly, paternal CS exposure caused a globally elevated variation in gene expression in the F1 brains (S2E Fig). This increased variation somewhat limited our ability to reliably identify differentially expressed genes. To explore potential functional consequences of altered gene expression, we ranked genes by change in gene expression and performed gene set enrichment analysis (GSEA) and gene ontology (GO) analysis. 

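Genes of the respiratory chain and of antioxidant defence were scored in each library as the mean log2 CPM of the list minus the mean over all genes tested. The lists were written from gene names, because the memberships of the published gene sets were not used here. The 82 genes of oxidative phosphorylation scored 1.11 ± 0.165 (SD, n = 7) in offspring of CS-exposed WT males and 1.25 ± 0.0888 (SD, n = 6) in offspring of control WT males, a difference of -0.14. The score was below the control mean in 5 of 7 libraries (exact permutation test, two-sided p = 0.0985). The 38 antioxidant genes differed by -0.086, with 5 of 7 libraries below the control mean (exact permutation test, two-sided p = 0.129). After Benjamini-Hochberg adjustment over the 9 lists tested, both had an adjusted p of 0.249. With camera of limma, which tests genes in place of libraries, the same differences were -0.14 and -0.091, with adjusted p of 1.15e-13 and 0.00557 (Benjamini-Hochberg).

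**Figure D1:**
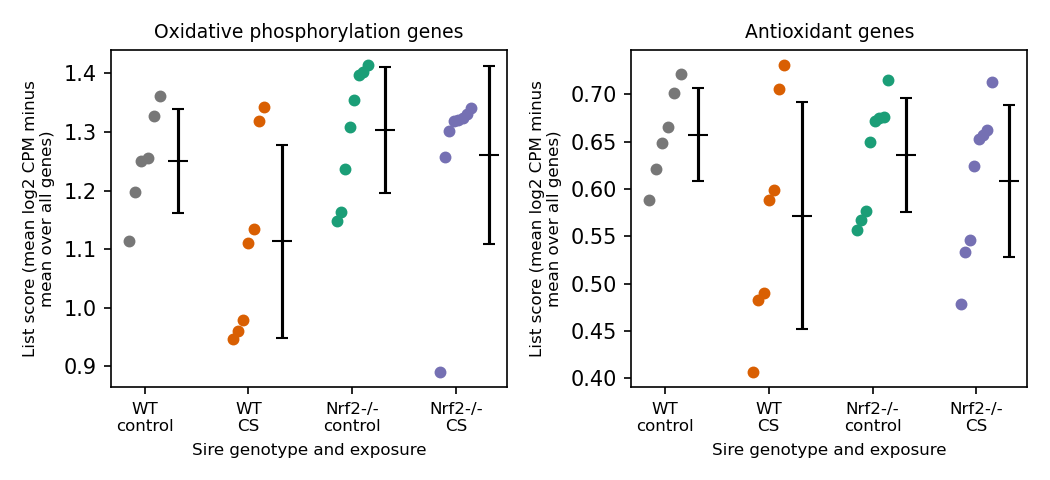
Scores of oxidative phosphorylation genes (left) and antioxidant genes (right), in log2 CPM relative to the mean over all genes, for each library (points) by sire genotype and exposure, with mean ± SD (black). After CS exposure of WT sires, 5 of 7 libraries lie below the mean of their controls in each panel.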

Using GSEA, we found that gene expression increased for genes associated with oxidative stress (Fig 2B and S1 Table). Using GO analysis, gene transcripts associated with gene classes including immune response and metabolism were over-represented, and transcripts associated with neuropeptide receptors and hormone activity were significantly under-represented in the offspring of CS-exposed males (Fig 2C).

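Members of hand-written lists of neuropeptide receptors (44 genes tested), peptide hormones (33) and tyrosine metabolism (19) were counted among the 200 genes with the highest and the 200 with the lowest log2 fold change after paternal CS exposure. Of the neuropeptide receptors, 4 (Vipr2, Nmbr, Tacr3 and Trhr) were among the most increased genes, where 0.499 were expected (one-sided Fisher's exact test, p = 0.00153, adjusted p = 0.00460 by Benjamini-Hochberg over 12 tests). A single receptor, Npffr1, was among the most decreased genes (adjusted p = 0.395). Of the peptide hormone list, 6 members (Ttr, Grp, Nppc, Pomc, Edn1 and Sst) were among the most decreased genes (adjusted p = 2.04e-05, Fisher's exact test with Benjamini-Hochberg adjustment) and 3 (Trh, Nts and Nmb) among the most increased (adjusted p = 0.0147). Ttr, though on this list, encodes a carrier protein of thyroid hormone and not a peptide hormone. Of the genes of tyrosine metabolism, Th was among the most increased (adjusted p = 0.234, same test) and Aldh1a3 and Aldh3a1 among the most decreased (adjusted p = 0.0331). None of these 17 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When genes were ranked by the signed square root of the F statistic, the ranking held 1 receptor and 1 hormone among the 200 most increased and 0 of either list among the 200 most decreased, and all adjusted p were 1. Trh and Th are also markers of the olfactory bulb. The score over all neuropeptide receptors differed by 0.071 and was above the control mean in 4 of 7 libraries (exact permutation test, two-sided p = 0.471, adjusted p = 0.530 by Benjamini-Hochberg over 9 lists), with 1 library far above the others. The score over all peptide hormones differed by -0.14 and was below the control mean in 6 of 7 libraries (exact permutation test, two-sided p = 0.0810, adjusted p = 0.249). From the gene set enrichment analysis (Fig 2B), the paper puts forward the hypothesis that oxidative stress might account for part of the impacts of CS exposure.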

### Paternal CS-induced effects are likely not transmitted beyond the first generation

To investigate whether the impact of CS exposure could be passed to subsequent generations, we compared the smoke-associated DNAme changes in F0 sperm with those of F1 sperm and found no correlation (r = -0.001; Fig 2D). As expected, we also found that paternal CS-associated DMRs in F1 brains and those in smoke-exposed F0 sperm had minimal overlap (hypergeometric p-value = 1; Fig 2E), indicating that F0 sperm DNAme changes do not directly impact DNAme levels in the F1 prefrontal cortex, consistent with the DNAme erasure that occurs during early mouse development. Accordingly, regions where DNAme changes occurred are not marked by chromatin features that are known to be maintained in mature sperm [29] (S3 Fig). While the DNAme effects described here can certainly be considered a marker of epigenetic impacts of CS, these results suggest that the effects of CS exposure likely do not persist beyond the first generation.

### CS-induced epigenetic changes were similar to those observed in Nrf2^-/-^ mice

Based on our GSEA studies (Fig 2B), we hypothesized that impacts of CS exposure might be due in part to oxidative stress. This led us to examine F0 sperm DNAme changes in *Nrf2*^*-/-*^ mice (compared to WT mice), as well as CS-exposed mice compared with unexposed *Nrf2*^*-/-*^ mice. If oxidative stress played a role in the sperm DNAme changes, the changes observed in *Nrf2*^*-/-*^ mice would mirror changes in CS-exposed WT mice, and impact on CS-exposed *Nrf2*^*-/-*^ mice might be more pronounced. In agreement with our hypothesis, we found that CS-induced DNAme changes in WT sperm displayed significant similarity to those in *Nrf2*^*-/-*^ sperm independent of CS exposure (Fig 3A, 3B and S4A Fig). Furthermore, CS exposure had no additional impact on *Nrf2*^*-/-*^ sperm DNAme levels (Fig 3C), and association with CS exposure was maintained independent of the increased variation we observed in WT exposed mice (S4B Fig). Notably, these correlations were not detected when comparing our data to similar datasets evaluating the effect of other environmental factors (vinclozolin exposure and protein restricted diet) on sperm DNAme, suggesting independent mechanisms function during CS-exposure [30, 31] (S4C Fig).

**Fig 3:**
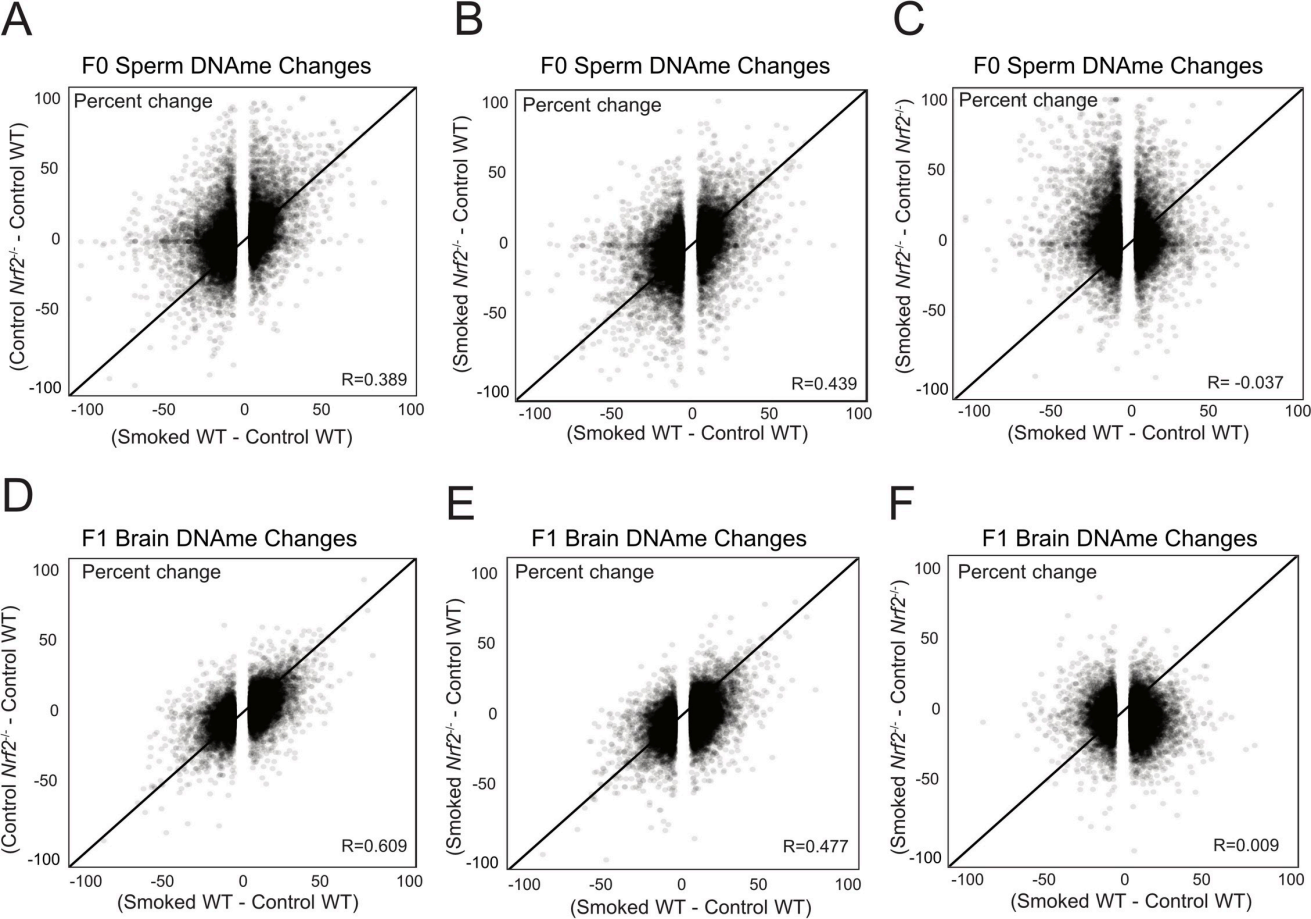
Differential methylation in F0 sperm and F1 prefrontal cortex. **A)** CS-induced DNAme changes in WT sperm displayed significant similarity to those in unexposed Nrf2^-/-^ sperm. **B**) Similarly, sperm from CS-exposed *Nrf2*^-/-^ mice displayed DNAme patterns similar to those of CS-exposed WT mice. **C**) However, the sperm DNAme changes in *Nrf2*^-/-^ mice that were attributable to CS-exposure were not associated to the CS-associated changes in WT sperm, suggesting that genotype in *Nrf2*^-/-^ mice is the primary driver of DNAme change in regions impacted by CS in WT mice. **D)** A highly significant correlation was observed in F1 brain DNAme changes induced by CS exposure in WT sires (x-axis) compared with DNAme changes associated with paternal *Nrf2* status, even in the absence of CS-exposure. **E)** A similar correlation in DNAme change was observed in the offspring of CS-exposed *Nrf2*^+/-^ mice. **F)** The correlation disappeared when evaluating differential methylation in *Nrf2*^+/-^ offspring based on CS exposure status compared with CS-associated DNAme changes in offspring sired by WT mice.

### The effects observed in CS-exposed offspring are similar to those in *Nrf2*^*-/-*^ offspring

Based on our prior results that CS-exposure impacts DNAme and gene expression patterns of offspring, we wondered whether these CS-induced F1 effects might be similar to impacts observed in offspring of *Nrf2*^*-/-*^ males. Indeed, the DNAme changes we observed in *Nrf2*^*-/-*^ F1 prefrontal cortex were highly similar to changes observed in the offspring of CS-exposed WT mice (Fig 3D and 3E, r = 0.609 and r = 0.477 respectively; and S2 Fig). In agreement with F0 sperm DNAme data, exposure to CS appeared to have no additional impact on brain DNAme beyond the *Nrf2*^*-/-*^ effect (Fig 3F). These observations strongly suggest that CS-induced DNAme changes that occur in F1 brains are largely mediated by paternal oxidative stress [32, 33].

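Nfe2l2, which encodes NRF2 (ENSMUSG00000015839, chromosome 2 of GRCm38, from 75675513 to 75704641), was checked in every library before the sire genotypes were compared. It had 16.6 ± 1.03 CPM (SD, n = 6) in offspring of control WT males and 14.6 ± 1.80 (n = 7) in offspring of CS-exposed WT males. In offspring of Nrf2-/- males it had 7.33 ± 1.13 CPM (n = 8, control) and 8.63 ± 1.43 (n = 8, CS-exposed). The lowest library of WT sires, with 13.1 CPM, lay above the highest library of Nrf2-/- sires, with 11.2 CPM. The log2 fold change between control Nrf2-/- and control WT sires was -1.17 (standard error 0.106, adjusted p = 5.02e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In this comparison 798 genes had an adjusted p under 0.05, of which 555 were higher and 243 lower in offspring of Nrf2-/- males. A correction of each library for exon length and GC content, chosen after seeing the data, moved this number most, to 85 genes, of which 72 were among the 798. With only the groups compared in the fit, 299 genes passed. Besides Nfe2l2, the genes with the smallest p were Wdfy1 (log2 fold change 0.70, standard error 0.0727, adjusted p = 7.61e-07), Gm11847 (1.10, standard error 0.121, adjusted p = 1.97e-06), Gstm1 (-0.90, standard error 0.116, adjusted p = 4.54e-05) and Gstm2-ps1 (-0.86, standard error 0.123, adjusted p = 0.000276), all by the same test. Gm11847 (ENSMUSG00000060989, chromosome 4, from 12232833 to 12233951) is annotated as a processed pseudogene. Gstm1 (ENSMUSG00000058135) lies on chromosome 3, from 108012255 to 108017973. After the correction for exon length and GC content, the log2 fold changes were -1.23 for Nfe2l2, 0.63 for Wdfy1, 1.09 for Gm11847 and -0.82 for Gstm1.

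**Figure D2:**
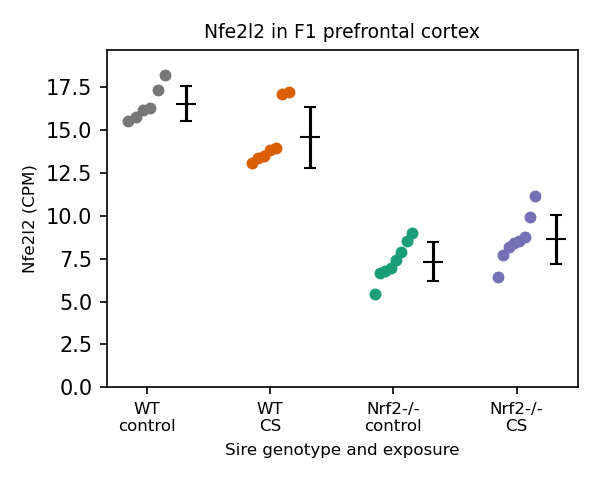
Nfe2l2 in CPM for each library (points) by sire genotype and exposure, with mean ± SD (black). All libraries of Nrf2-/- sires lie at or below 11.2 CPM and all libraries of WT sires at or above 13.1 CPM.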

We next sought to determine whether the CS-induced impact on gene expression patterns in F1 brain could also be associated with oxidative stress, as in F0 animals. 

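The median SD of log2 CPM over genes was 0.239 in offspring of control Nrf2-/- males (n = 8), and the median log2 ratio of the SD to that in offspring of control WT males (n = 6) was 0.53, a ratio of 1.44. The SD was higher for 13498 genes (76.6%). An exact permutation test over 3003 splits of the libraries gave a two-sided p of 0.00366 (0.0140 after Benjamini-Hochberg adjustment). For offspring of CS-exposed Nrf2-/- males (n = 8) against control WT males, the median log2 ratio was 0.27 (exact permutation test, p = 0.0336, adjusted p = 0.0448 by Benjamini-Hochberg). Against control Nrf2-/- males it was -0.24 (exact permutation test, p = 0.240, adjusted p = 0.240 by Benjamini-Hochberg). With the tissue marker scores removed, a step chosen after seeing the data, the ratio between the control groups was no longer past the threshold, with a median log2 ratio of 0.19 (exact permutation test, p = 0.200).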

Similar to our observations in the offspring of CS-exposed WT males, we found globally elevated variation in prefrontal cortex gene expression in the *Nrf2*^*+/-*^ offspring (S4D Fig). In addition, we observed a significant correlation in gene expression between offspring of CS-exposed WT mice and control *Nrf2*^*-/-*^ mice (Fig 4A) as well as between CS-exposed WT and *Nrf2*^*+/-*^ offspring (Fig 4B). 

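For each gene, the log2 ratio of the group mean CPM to that of the offspring of control WT males was computed for each of the other groups. Across the 17622 genes, which are not independent replicates, Pearson's r between offspring of CS-exposed WT and control Nrf2-/- males was 0.380 (jackknife standard error over libraries 0.198). Between offspring of CS-exposed WT and CS-exposed Nrf2-/- males it was 0.328 (jackknife standard error 0.153). Both ratios of a pair share the 6 control libraries as denominator. The reference was therefore taken from 10000 random reassignments of the libraries to the 3 groups, whose ratios share their denominator in the same way. The offspring of control WT males varied less than the other groups, and reassigned control groups take in the more variable libraries, which can raise the reassigned r. The reassigned r had a median of 0.557 (from 0.256 to 0.765, with a share of 0.05 of the reassignments outside) for the pair with control Nrf2-/- males and of 0.553 (from 0.262 to 0.765) for the pair with CS-exposed Nrf2-/- males. The share of reassignments with an r as high as measured was 0.882 and 0.942 (one-sided permutation tests, both 0.953 after Benjamini-Hochberg adjustment over 5 tests of relations and overlaps). With 3 control libraries for each ratio and none shared, which moved r most among the alternatives, the mean r over 20 assignments was 0.128 and 0.0902. In 1000 reassignments treated the same way, an r as high had a share of 0.186 and 0.223 (one-sided permutation tests, both 0.223 after Benjamini-Hochberg adjustment).

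**Figure D3:**
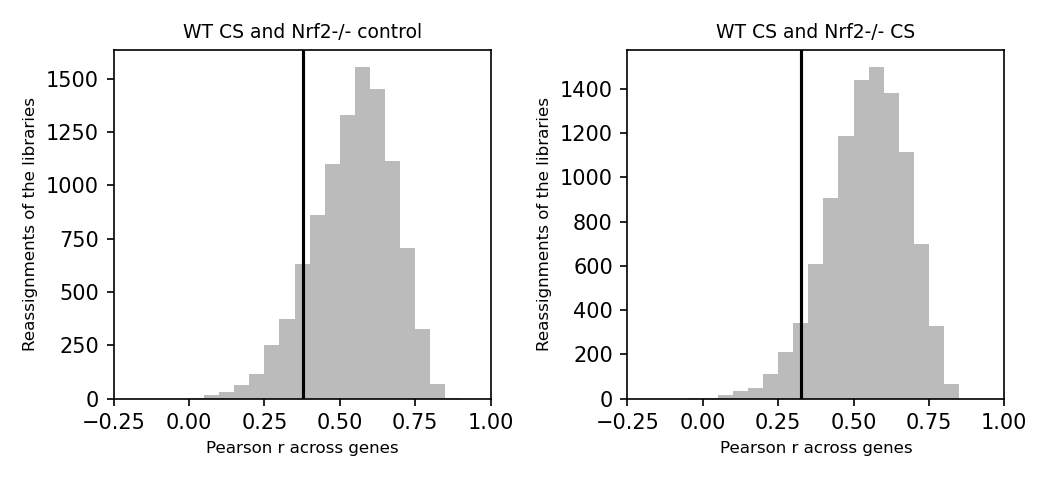
Number of random reassignments of the libraries (grey bars, bins of 0.05) by Pearson's r across genes, for offspring of CS-exposed WT with control Nrf2-/- males (left) and with CS-exposed Nrf2-/- males (right). The black lines mark r of the real groups, below the reassigned medians of 0.557 and 0.553.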

Similar to our DNAme measurements, the effects were not further elevated in the offspring of smoke-exposed Nrf2^-/-^ mice (Fig 4C). 

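The log2 ratios of CS-exposed to control Nrf2-/- males and of CS-exposed to control WT males share no library. Pearson's r between them was -0.0581 across genes (jackknife standard error 0.216). Reassigning libraries within each sire genotype gave values from -0.309 to 0.314, with a share of 0.05 outside, and a two-sided permutation p of 0.743 (0.953 after Benjamini-Hochberg adjustment). Spearman's rho had the opposite sign, 0.102. Between offspring of CS-exposed and control Nrf2-/- males, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1014 had an unadjusted p under 0.05. The smallest adjusted p was 0.0549, for Wdfy1 (ENSMUSG00000073643, chromosome 1 of GRCm38, from 79702262 to 79776143). Wdfy1 had 48.3 ± 6.55 CPM (SD, n = 8) after CS exposure and 62.5 ± 3.97 (SD, n = 8) in controls, a log2 fold change of -0.37 (standard error 0.0658). A single library of the CS-exposed group, with 62.9 CPM, lay inside the range of the controls. After the correction for exon length and GC content, chosen after seeing the data, the log2 fold change was -0.40 (adjusted p = 0.00207, same test). The interaction of CS exposure with sire genotype, which tests whether the effect of CS differed between genotypes, had 0 genes with an adjusted p under 0.05 and 924 with an unadjusted p under 0.05. Its smallest adjusted p was 0.0604, also for Wdfy1 (log2 difference -0.56, standard error 0.0996, edgeR). After the same correction its adjusted p was 0.0110 (edgeR with Benjamini-Hochberg adjustment).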

Although the magnitude of gene expression change was modest, the offspring of *Nrf2*^*-/-*^ mice showed significant similarities with gene expression changes observed in the offspring of CS-exposed WT mice based on GO analysis (Fig 4D) and highly significant overlap in differentially expressed genes (Fig 4E). 

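Of the 200 genes with the highest log2 fold change in offspring of CS-exposed WT males and the 200 with the highest in offspring of control Nrf2-/- males, each against offspring of control WT males, 53 were shared. Of the 200 lowest in each, 30 were shared. If genes were independent, 2.27 would be shared (one-sided exact hypergeometric test, p = 1.42e-58 and p = 3.81e-25). In 10000 reassignments of the libraries to the 3 groups, ranked by the ratio of group means, the median number shared was 61 for increased genes (from 31 to 104) and 65 for decreased genes (from 27 to 122). The real groups ranked in this way shared 49 and 31, and the share of reassignments with as many was 0.764 and 0.953 (one-sided permutation tests, both 0.953 after Benjamini-Hochberg adjustment). Ranking by the signed square root of F moved the increased overlap most, to 8 genes, and separate sets of 3 control libraries moved the decreased overlap most, to a mean of 11. In offspring of control Nrf2-/- males, 5 neuropeptide receptors (Trhr, Tacr3, Npy2r, Qrfpr and Sstr5) were among the 200 most increased genes (one-sided Fisher's exact test, adjusted p = 0.000543 by Benjamini-Hochberg). So were 5 members of the peptide hormone list (Trh, Nts, Cartpt, Tac1 and the carrier protein gene Ttr, adjusted p = 0.000197, same test), while Kiss1 and Pomc were among the most decreased (adjusted p = 0.0807). The score over all peptide hormones differed by -0.090 and was below the control mean in 6 of 8 libraries (exact permutation test, adjusted p = 0.306 by Benjamini-Hochberg). The score over all neuropeptide receptors differed by 0.15 and was above it in 7 of 8 (exact permutation test, adjusted p = 0.133). A single receptor, Galr2, was among the most decreased genes (Fisher's exact test, adjusted p = 0.395). The genes of tyrosine metabolism Aox1 and Aldh1a3 were among the most decreased (adjusted p = 0.0331, same test) and Th among the most increased (adjusted p = 0.234). Of these list members, Trhr and Aox1 had an adjusted p under 0.05 on their own (log2 fold changes 1.77 and -0.89, adjusted p = 0.0389 and 0.00296, edgeR with Benjamini-Hochberg adjustment). Ranked by the signed square root of F, 0 receptors and 0 hormones were among the 200 most increased or most decreased genes. A single gene of tyrosine metabolism was then among the most decreased. From the gene ontology terms (Fig 4D) and this overlap (Fig 4E), the paper reasons that the changes in both sets of offspring were similar.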

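Hand-written lists of Wnt genes (53), TNF and NF-kB genes (51), JAK-STAT genes (42) and interferon-induced genes (34) were scored in each library in the same way as oxidative phosphorylation genes. In offspring of CS-exposed WT males, each score was below the control mean in 6 of 7 libraries. The differences were -0.060 for Wnt (exact permutation test, two-sided p = 0.168), -0.095 for TNF and NF-kB (exact permutation p = 0.119), -0.038 for JAK-STAT (exact permutation p = 0.138) and -0.046 for interferon-induced genes (exact permutation p = 0.216). After Benjamini-Hochberg adjustment over 9 lists, their adjusted p ranged from 0.249 to 0.278. With at least 10 counts required in every library, the difference for interferon-induced genes had the opposite sign, 0.00021 (exact permutation test, adjusted p = 0.997 by Benjamini-Hochberg). In offspring of control Nrf2-/- males, the Wnt score was -0.25 ± 0.0616 (SD, n = 8) against -0.12 ± 0.0645 (SD, n = 6) in offspring of control WT males. It was below the control mean in 8 of 8 libraries (difference -0.13, exact permutation p = 0.00200, adjusted p = 0.0180 by Benjamini-Hochberg). The TNF and NF-kB score was lower by the same count of libraries (difference -0.14, exact permutation p = 0.0180, adjusted p = 0.0809). For this list, 1 library of control WT males scored 0.34, against -0.012 to 0.092 in the others. It raised the mean with which offspring of CS-exposed WT and of control Nrf2-/- males were compared. The JAK-STAT score was lower in 7 of 8 libraries (difference -0.069, exact permutation p = 0.0420, adjusted p = 0.126), and the interferon score in 6 of 8 (difference -0.054, exact permutation p = 0.261, adjusted p = 0.336). After the correction for exon length and GC content, chosen after seeing the data, the difference in the Wnt score was -0.061 (adjusted p = 0.155, exact permutation test with Benjamini-Hochberg adjustment). The oxidative phosphorylation score in offspring of control Nrf2-/- males differed by 0.052 (exact permutation p = 0.350, adjusted p = 0.394).

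**Figure D4:**
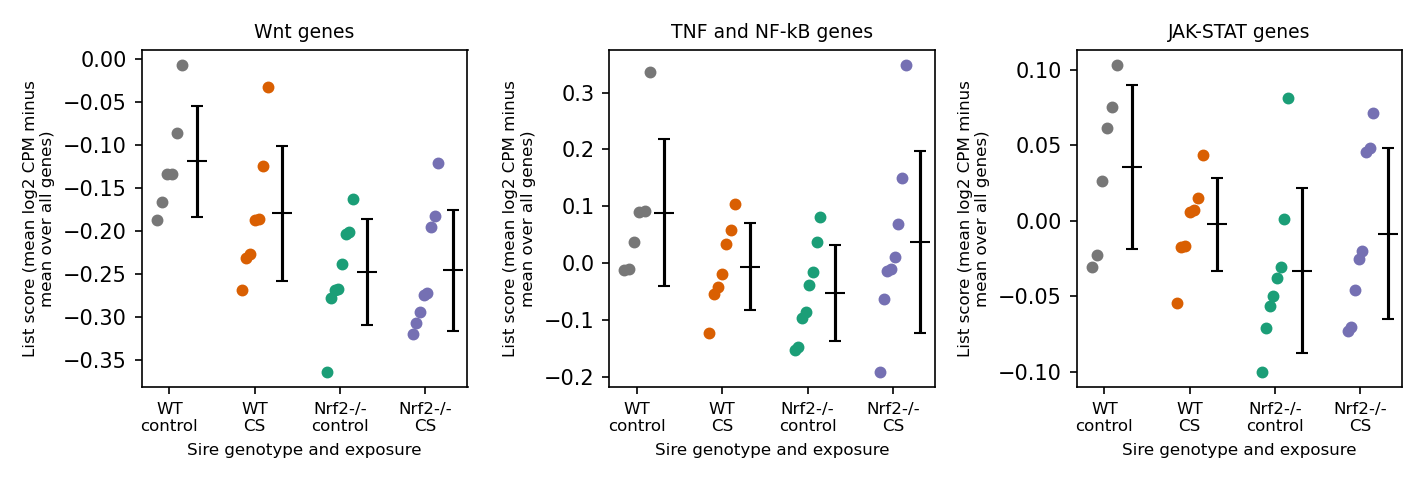
Scores of Wnt (left), TNF and NF-kB (middle) and JAK-STAT genes (right), in log2 CPM relative to the mean over all genes, for each library (points) by sire genotype and exposure, with mean ± SD (black). All 8 libraries of control Nrf2-/- sires lie below the mean of the control WT sires for Wnt and for TNF and NF-kB. For TNF and NF-kB, 1 library of control WT sires at 0.34 raised that mean.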

Additionally, GSEA analysis indicated gene sets commonly activated in response to inflammation and associated with cancer were elevated in both sets of F1 offspring (Fig 4F and S1 Table).

**Fig 4:**
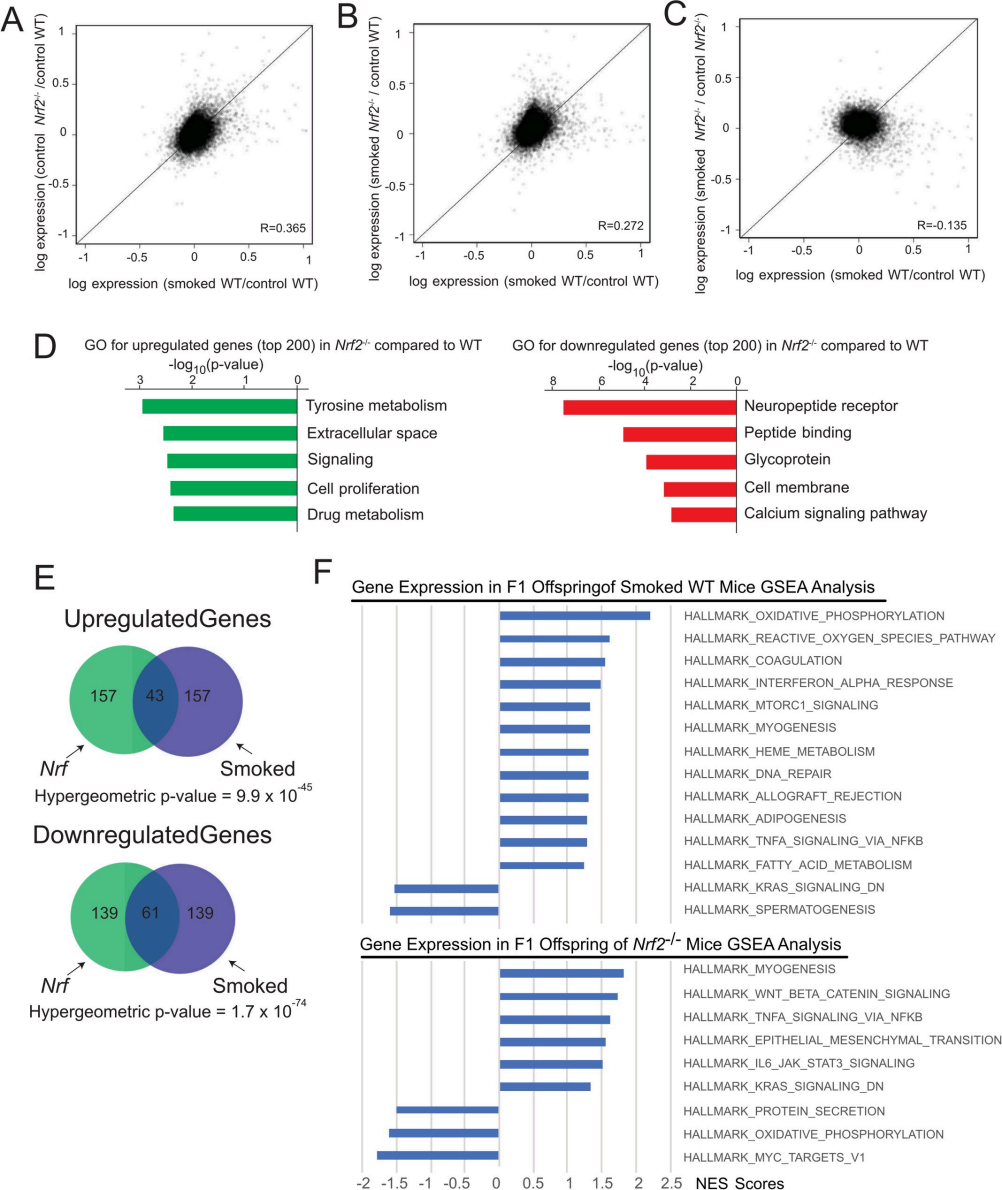
Prefrontal cortex gene expression variation and correlation closely reflect the themes observed in F0 sperm. **A)** A significant correlation in gene expression was observed between offspring of CS-exposed WT mice and control *Nrf2*^-/-^ mice. **B)** Likewise, the correlation was observed between CS-exposed WT and *Nrf2*^-/-^ offspring. **C)** However, there was no correlation in gene expression changes when comparing offspring of CS-exposed and unexposed *Nrf2*^-/-^ mice. **D)** GO-terms for genes whose expression change was associated with *Nrf2*^-/-^ genotype were similar to those associated with paternal smoking status in WT offspring. **E)** We found a highly significant overlap in differentially expressed genes associated with paternal smoking status in WT animals compared with offspring of unexposed *Nrf2*^-/-^ mice. **F)** Pathways that are up- or down-regulated in the offspring brain of smoked WT mice (top) or *Nrf2*^-/-^ mice (bottom), based on GSEA analysis.

## Discussion

In this work, we studied the effect of CS exposure on sperm DNAme. We found many of the DNAme effects that recovered occurred at CpG-dense regions, which are enriched for genomic regulatory regions (such as promoters and enhancers). Thus, DNAme changes at these regions, which might otherwise impact gene regulation, appear to be relatively short-lived. Our observation that individual CpGs, and low CpG density regions did not recover to nearly the same degree as CpG dense regions may offer insight into the role of increased CpG density at promoters in maintaining fidelity of gene expression. It is possible that increased control and recovery of DNAme that we observed at CpG rich regions is the result of CpG-density acting to “buffer” against environmental insults. These data agree with previous reports that CS exposure significantly impacts DNAme patterns in whole blood, and CS-associated DNAme changes are largely corrected following smoking cessation in a time-dependent manner [34, 35]. We observed recovery after just twenty-eight days, which corresponds to just less than the period of a full spermatogenic cycle in mice of 30 days. In humans, a spermatogenic cycle is 67 days, and additional research is required to characterize the similarities and differences in the dynamics of sperm DNAme alterations between mice and men. Additionally, it is not yet known whether the corrections observed following removal of CS exposure ameliorate the affects observed in offspring, or whether those effects are driven by the regions that persist following CS removal, prompting further investigation.

We further investigated the impact of CS exposure in the oxidative stress-compromised *Nrf2*^-/-^ mice and found the CS-effects observed in WT animals were similar to those in *Nrf2*^-/-^ mice independent of CS exposure, suggesting elevated oxidative stress as a likely mechanism for CS-mediated sperm epigenetic changes. These findings were consistent with the observations of offspring prefrontal cortex DNAme and gene expression changes. The increased variation in prefrontal cortex gene expression, both in offspring of CS-exposed WT mice as well as unexposed *Nrf2*^-/-^ mice, is noteworthy. This may be related to the increased variation in sperm DNA methylation in the sires, suggestive of somewhat stochastic impacts on sperm epigenetics. Interestingly, recent studies of two epigenetic modifiers, *Dnmt3a* and *Trim28*, have shown that differential expression of these factors can result in increased variability of gene expression patterns [36, 37]. Notably, *Trim28* and *Dnmt3a* expression were not markedly different between groups in the current study. 

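Trim28 (ENSMUSG00000005566, chromosome 7 of GRCm38, from 12999114 to 13031035) had 105 ± 5.18 CPM (SD, n = 6) in offspring of control WT males, 103 ± 13.3 (n = 7) after CS exposure of WT males, 107 ± 7.97 (n = 8) for control Nrf2-/- males and 101 ± 9.77 (n = 8) for CS-exposed Nrf2-/- males. Its log2 fold change was -0.036 (standard error 0.0753, adjusted p = 0.933) between CS-exposed and control WT males and 0.020 (standard error 0.0731, adjusted p = 0.901) between control Nrf2-/- and control WT males, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dnmt3a (ENSMUSG00000020661, chromosome 12, from 3806007 to 3914443) had 187 ± 9.39, 221 ± 34.6, 171 ± 26.4 and 168 ± 21.9 CPM in the same order of groups. Its log2 fold change was 0.24 between CS-exposed and control WT males (standard error 0.104, adjusted p = 0.557, same test) and -0.13 between control Nrf2-/- and control WT males (standard error 0.101, adjusted p = 0.451). Between offspring of CS-exposed WT and control Nrf2-/- males it was 0.37 (standard error 0.0965, adjusted p = 0.0227), and 0.19 (adjusted p = 0.134) after a correction for exon length and GC content chosen after seeing the data. A single library of CS-exposed Nrf2-/- males had 219 CPM of Dnmt3a, where the others of its group had 151 to 168.

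**Figure D5:**
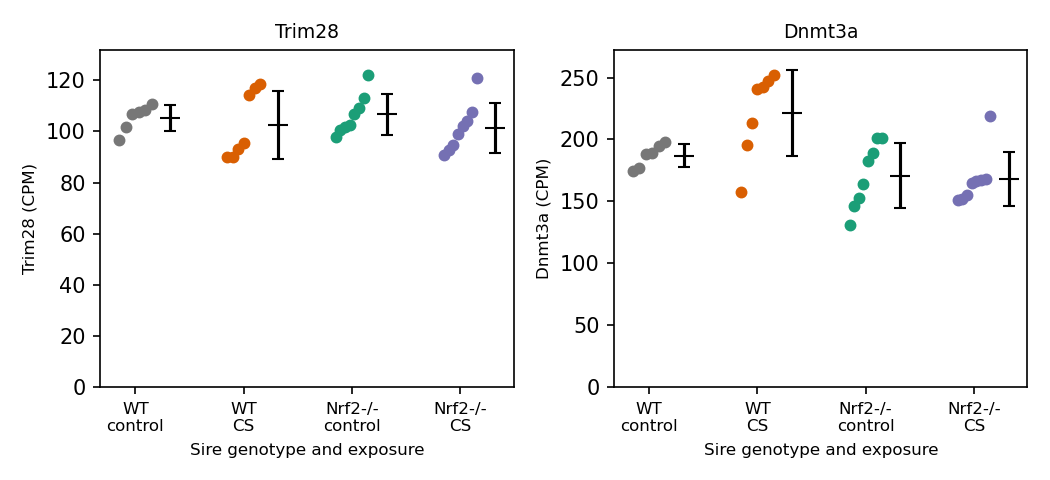
Trim28 (left) and Dnmt3a (right) in CPM for each library (points) by sire genotype and exposure, with mean ± SD (black). The groups overlap for Trim28, and for Dnmt3a the mean was highest, at 221 CPM, in offspring of CS-exposed WT males.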

The exploration of the role of these and related factors in the context of oxidative stress warrants further investigation. While CS-exposure may represent an extreme example of an environmental insult that induces oxidative stress, the list of environmentally relevant exposures that increase oxidative stress is extensive. The results presented here indicate that all such exposures could potentially impact the epigenetic status of the paternal germline and thus offspring phenotype. In addition, our work provides strong evidence that *Nrf2*^*-/-*^ mice can serve as an important animal model to study CS-exposure induced effects. Further studies may focus on investigating the molecular pathways underlying NRF-mediated DNAme alterations.

By comparing the DNAme and gene expression patterns in the prefrontal cortex between offspring of male mice exposed to CS with those not exposed, we found strong evidence for an impact of paternal smoking on offspring phenotype. We suggest that paternal exposure to inducers of oxidative stress might contribute to behavioral or developmental impacts in offspring. This is supported by GSEA results that showed significant up-regulation of a number of cancer- and early development-associated pathways (e.g. INFα, TNFα, Jak-STAT and Wnt/beta catenin; Fig 4F). Notably however, our data showed little overlap of DNAme changes in the F1 prefrontal cortex with DNAme changes in the F0 sperm. While this was somewhat expected, as DNAme state undergoes dramatic reprogramming during early development and neuronal differentiation, it is important to highlight—direct mitotic inheritance of DNAme state is unlikely to mechanistically contribute to the effects we observed in F1 mice. This finding is consistent with previous studies investigating the transmission of sperm DNA methylation changes [38, 39]. We propose that DNAme may be more accurately described as a marker of epigenetic inheritance and not a mechanistic driver in transmitting environmental impacts to subsequent generations. Additional studies are necessary to confirm this and to distinguish other epigenetic features as markers or drivers, including chromatin status and small RNAs, which could play a significant role in inheritance. In particular, a growing body of evidence suggests that transfer RNA-derived small RNAs (tsRNAs) are an important paternal epigenetic factor that may underlie sperm-mediated epigenetic inheritance and represent an important area of investigation in the context of the data presented here [40–43]. Interestingly tRNA cleavage is induced by oxidative stress [44], and recent studies have demonstrated that dietary changes can have acute impacts on human sperm tsRNAs [45, 46]. One interesting possibility is that these dietary impacts occur through an oxidative stress mediated mechanism. It is important to emphasize however that we did not identify CS-associated DNAme changes in the sperm of the F1 generation, providing reassuring evidence that the changes observed in F1 animals likely would not persist in the F2 generation. However, direct studies to evaluate the potential for transgenerational impacts of CS exposure, and possible impacts in humans, are warranted.

We have presented evidence for the impact of preconception paternal CS exposure on sperm epigenetic profiles and offspring phenotype and highlight compelling similarities in offspring of *Nrf2*-null animals independent of CS exposure. We propose that these similar effects are related to the underlying mechanism by which CS mediates its effects on male gametes–through elevated oxidative stress or compromised capacity to maintain redox balance. Future studies should evaluate oxidative stress and redox capacity directly to better characterize the role of these factors in driving the observed effects and to more specifically define the mechanism(s) by which these types of changes are induced. In addition, since males were directly mated with females (rather than through IVF), it is formally possible that some of the changes observed in offspring were due to factors related to maternal investment based on olfactory or other cues indicating a poorer quality mate [47]. In this regard, further studies are necessary to validate the current findings and to more fully explore the mechanisms underlying our observations.

Importantly, the results of our study must be considered within the context of the greater scientific community, and thus, we caution against over interpretation. Studies in mouse often do not translate beyond, and therefore, further epidemiological or clinical studies are required to measure the heritable impacts of oxidative stressors in humans. Additionally, studies similar to ours, carried out by independent research groups, using similarly rigorous DNA methylation analysis methods and several biological replicates, are necessary to validate our findings in mice. These types of replication studies are particularly important in the epigenetics community, as several reports have questioned how frequently epigenetic inheritance occurs in mammals and humans [48–50]. It will also be important for future studies to determine the degree to which widespread oxidative stressors cause epigenetic impacts to individuals and on subsequent generations. If indeed our results are directly translatable to humans, then it will be critical for researchers to more fully explore the mechanisms underlying the observed epigenetic changes.

Our study has important implications in characterizing the potential mechanisms that underlie the elevated health risks observed in offspring of men who smoked prior to conception. The findings reported here may also be useful in understanding the risks of other environmental exposures that induce oxidative stress such as air pollution and some chemical exposures. Paternal preconception exposures to a variety of pharmacologic agents and pollutants, including nicotine, THC, morphine, and benzo[a]pyrene affect offspring phenotype, and often confer neurobehavioral consequences [25–28, 51–54]. In some cases, the impacts are transmitted across multiple generations [52, 53]. In this study, the absence of correlation between DMRs in F0 sperm and F1 sperm suggests that the affects we observed are likely not transmitted beyond the first generation, but we cannot rule out an alternate mechanism for transgenerational inheritance, including noncoding RNAs and chromatin features. While additional studies are necessary to fully characterize the long-term impacts of CS exposure, the current study significantly expands our understanding of paternal CS exposure impacts on offspring, and identifies a plausible mechanism underlying CS-induced epigenetic changes in sperm.

## Materials and methods

### Animals

#### Ethics statement

All animal experiments were performed under protocols that were approved by the University of Utah Institutional Animal Care and Use Committee (protocol # 14–11006). All animals were obtained from Jackson Laboratories (Bar Harbor, ME)

#### Experimental design

Six to seven-week-old mice were assigned to one of two groups: CS-exposed mice and non-exposed control mice. Following 60 days of CS exposure, mice were bred to unexposed CAST/EiJ female mice. Groups of animals were euthanized and tissues collected 3, 28, 103, and 171 days after removal from CS exposure. Sperm DNA methylation analysis was performed by RRBS on F0 exposed and control animals. Offspring derived from exposed and control males were euthanized at 14–17 weeks of age, and tissues were collected. DNA methylation analysis was performed on sperm and prefrontal cortex to investigate the impact of paternal smoking status on methylation patterns in offspring. In addition, RNAseq was performed on prefrontal cortex tissue to investigate the association between paternal smoking and gene expression.

#### Smoke exposure

All CS-exposed and control mice were age matched and smoking was initiated between 6 and 7 weeks of age. Mice were exposed to CS using a Teague Model TE-10 (Teague Enterprises, Woodland, CA) smoking machine, which produces a combination of side-stream and mainstream CS. A pump on the machine “puffs” each 3R4F University of Kentucky research cigarette for 2 seconds for a total of 9 puffs before ejection. The 2.5-hour daily exposure occurred for 5 consecutive days per week over a period of 60 days. The smoking chamber atmosphere was periodically sampled to confirm total particulate matter concentrations of approximately 150 mg/m^3^, the human equivalent of smoking approximately 10–20 cigarettes per day [55].

#### Smoking and recovery experiments

To characterize the impact of smoke exposure on the sperm DNA methylome, and the capacity for smoke-induced sperm DNAme alterations to recover following removal of the insult, we exposed 40 C57BL/6J (Jackson Labs Stock # 000664) to cigarette smoke for comparison against 10 age-matched, non-smoked controls. Ten CS-exposed mice and the 10 non-exposed controls were euthanized and tissues collected within three days of the CS exposure period. Subsequent “recovery” groups of 10 CS-exposed animals were euthanized 28, 103 and 171 days after the exposure period (corresponding to approximately 0.8, 3 and 5 spermatogenic cycles). In addition to experiments with WT animals, ten age-matched *Nrf2*^-/-^ mice on a C57BL/6J genetic background (Jackson Labs Stock # 017009) were exposed to the same doses of CS for the same time period, and ten age-matched unexposed *Nrf2*^-/-^ mice were utilized as controls.

#### Offspring transmission experiments

Founder mice for heritability experiments included WT C57BL/6J mice (Jackson Labs Stock # 000664) that were exposed and not exposed to CS (n = 10–12 per group). Approximately one week after the exposure period, exposed and control males were introduced to 6-week old CAST/EiJ female mice (Jackson Labs Stock # 000928), and pairs were kept together until F1 litters were born, or for 7 weeks without conceiving, whichever came first. The motivation for outcrossing males to CAST/EiJ females was to leverage polymorphic alleles to enable attributing reads to a specific parent, however due to the large average spacing of informative SNPs in the CAST strain and the short sequencing reads inherent in Illumina sequencing we were unable to classify the large majority of reads based on parent-of-origin. We therefore analyzed the data without regard to parent-of-origin. F1 litters were weaned at approximately 21 days of age, and pups were regularly weighed until they were euthanized. F1 animals were euthanized at 14–17 weeks of age, and heart, lung, liver, kidney, brain, testis and epididymal sperm were collected for molecular studies.

#### Animal phenotyping

Following epididymal sperm extraction, sperm count and motility were assessed in CS-exposed and control F0 animals as well as F1 offspring. In addition, time to conception and litter size were compared between F0 groups. F1 offspring were evaluated for growth trajectory. For statistical analysis of growth trajectories between groups, animal weights were plotted against age for all pups within a group (C57BL/6J or *Nrf2*^-/-^). Models to fit the data were tested, and a logarithmic model generally yielded the highest r^2^. Theoretical weights were calculated for each weight event based on the model generated, and differences between theoretical and actual weight were calculated. A mean of average differences within an individual across weight events was calculated for each animal, and unpaired student’s t-test was used to compare these differences between smoked and non-smoked animals within each group. Differences in animal weights and sperm parameters were evaluated using two-tailed Student’s t-test, and two-tailed Fisher’s Exact tests were used to evaluate weekly differences in conception between groups. P < 0.05 was considered significant.

### Molecular analyses

#### Sperm collection and DNA extraction

Sperm was collected from the cauda epididymis and vas deferens immediately after euthanasia by scoring the tissue along the length of the tubules with a 28-G needle and gently pressing the tissue to expel the sperm mass. Tissues were then placed in a center-well dish in equilibrated Quinn’s medium (CooperSurgical, Trumbull, CT) supplemented with FBS in a humidified CO_2_ incubator for one hour. Following the swim out period, sperm concentration and motility were assessed on a Makler chamber and sperm were snap frozen in liquid nitrogen. Samples were subsequently thawed and subjected to a stringent somatic cell lysis protocol to ensure a pure population of sperm. Briefly, samples were passed through a 40 μM filter to remove cell and tissue clumps followed by two 14 ml washes with ddH_2_O and incubation for at least 60 minutes in somatic cell lysis buffer (0.1% SDS, 0.5% Triton X in ddH_2_O) at 4º C. Following somatic cell lysis and visual confirmation of the absence of contaminating cells, sperm DNA was extracted using the Qiagen AllPrep Universal kit (Hilden, Germany). Samples in cell lysis buffer were passed through a 28-gauge syringe multiple times to disrupt sperm membranes and liberate nucleic acids prior to extraction.

#### Prefrontal cortex dissection and nucleic acid extraction

Following euthanasia of F1 males (n = 8 per group), left brain hemispheres were dissected and placed in PreAnalytiX PaxGene (Hombrechtikon, Switzerland) tissue stabilizer and after 24 hours, fixed in PaxGene fixative and stored at -80º C. Samples were subsequently thawed and prefrontal cortex dissected under a stereo microscope according to the method described by Chiu et al. [56]. Tissue was then disrupted using a microcentrifuge pestle, and RNA and DNA were extracted using the Qiagen AllPrep Universal kit according to manufacturer’s protocols.

#### RRBS library construction

Following DNA extraction, Bioo Scientific NEXTflex Bisulfite Library Prep Kit for Illumina Sequencing (PerkinElmer, Austin, TX) was used for library preparation. To maximize coverage, we employed two separate restriction digests with MspI and TaqαI. Following digestion, products were pooled, and Klenow Fragment was utilized to create 3’A overhangs. DNA was subsequently purified with Zymo DNA Clean and Concentrate Columns (Irvine, CA) followed by ligation of Methylated Illumina PE Adapters and Ampure purification with SPRI beads. Purified products were Sodium Bisulfite Converted using ZymoResearch EZ DNA Methylation Gold Kit, and libraries were amplified over 20 cycles using Platinum Taq DNA polymerase (ThermoFisher, Waltham, MA), followed by a final Ampure purification (Beckman Coulter, Indianapolis, IN) and confirmation of library size range on a 2% agarose gel. DNA was submitted to the Huntsman Cancer Institute High Throughput genomic core for sequencing on a Hi-Seq 2500 (Illumina, San Diego, CA) using 50 cycle-single read chemistry. Four to six samples were sequenced per lane for a minimum of 35-million reads per sample.

#### RNAseq library construction

RNA extracted from F1 frontal cortices (n = 8 per group) was subjected to Illumina TruSeq Stranded RNA kit with Ribo-Zero Gold library preparation and subsequently sequenced on a Hi-Seq 2500 using 50 Cycle-Single Read Sequencing v4. Eight samples were sequenced per lane for a minimum of 25-million reads per sample.

#### Bioinformatics analyses

For genome wide DNA methylation analysis, sequence data from RRBS libraries was aligned to the mouse mm10 genome using the Bismark pipeline with special attention to RRBS specific issues, as noted in the Bismark User Guide and the Bismark RRBS Guide. Only CpGs where read coverage was greater than 8 for at least 4 biological replicates were considered “scoreable” for downstream analysis. Only CpGs with more than 5% change in methylation relative to control samples were classified as differentially methylated. When considering DMRs, only regions greater than 50 base-pairs in length with 3 or more scorable CpGs were analyzed. Then, one third of the CpGs within each analyzed region needed to be differentially methylated in order for a given region to be under consideration as a DMR. Finally, qualifying regions were classified as bona fide DMRs if there was more than 5% change in methylation relative to control samples. For genome wide gene expression analysis, sequencing data from RNASeq libraries was aligned using Novoalign. Aligned splice junction were converted to genomic coordinates and low quality and non-unique reads were further parsed using SamTranscriptomeParser (USeq; v8.8.8) under default settings. Stranded differential expression analysis was calculated with the USeq program DefinedRegionDifferentialSeq, which utilizes DESeq2 and the reference mm10. Normalized read count tables were then analyzed in R, along with all DNA methylation data. We identified 28,707 regions that display >5% DNAme change in the smoked F1 brain vs control and 134 genes that display differential gene expression between smoked F1 brain vs control (|Log2FC| >1 and p-value < 0.05). We performed intersection analysis by counting the number of DMRs that overlap with gene promoters (regions within 1kb of TSS). To calculate the p-value, we utilized the BedTool ShuffleBed function, and generated 134 random TSS regions, and intersected these with DMRs. This permutation was re-iterated 1000 times, allowing us to calculate the p-value for enrichment. Integration and parsing of bed files or tables was performed in R. Generation of all figures and statistical analyses was accomplished using standard methods in R, with the exception of aggregate histone modification profiles, which were generated using Deeptools. Gene ontology analysis was performed using DAVID Functional Annotation Bioinformatics Resources. GSEA was performed on normalized gene expression read count tables using software development at the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp).

## Supporting information

S1 Fig Descriptive statistics of F0 animals and F1 animals and diminished recovery at individual CpGs. A) F0 animals- Both WT and *Nrf2*^*-/-*^ mice that were exposed to CS weighed significantly less than non-exposed control animals. Sperm concentration and motility were not significantly impacted by CS exposure, sperm concentration was lower in *Nrf2*^*-/-*^ than WT males, and conception was significantly delayed in CS-exposed *Nrf2*^*-/-*^mice compared with unexposed *Nrf2*^*-/-*^mice. B) F1 animals- Neither growth trajectories nor sperm parameters were different in F1 animals based on paternal CS exposure. Abbreviations: CN-control *Nrf2*^*-/-*^, SN-smoke-exposed *Nrf2*^*-/-*^, CWT-control wild type animals, SWT-smoke-exposed wild type animals. C) Quantitative data indicate that the number of differentially methylated loci in CS-exposed mice compared with age matched controls does not diminish following a recovery period of up to 171 days. D) When considering only loci that lost methylation in the CS-exposed group, about one third of differentially methylated loci persisted for the entire recovery period (white), one third returned to baseline levels (blue) and one third emerged as differentially methylated following a recovery period (pink). Contrastingly, for loci that gained methylation as a result of CS exposure, a smaller fraction of differentially methylated CpGs persisted or recovered while nearly half of differentially methylated loci emerged during the recovery period. E) As expected, the number of differentially methylated CpGs and the magnitude of change in DNAme was much higher than the changes observed regionally.
(TIF) Click here for additional data file.

S2 Fig **Summary of the recovery, persistence or emergence of differentially methylated loci (A and B) and properties of recovery regions (C, D and E)** A) Impact of the initial methylation status and direction of change on methylation recovery. The hypomethylated DMRs (<25% DNAme) in which methylation increased and the hypermethylated DMRs (> 75% DNAme) in which methylation decreased with smoke exposure were more likely to recover. Regions displaying methylation between 25% and 75% Regions of intermediate DNAme were less likely to recover across both groups. Both comparisons were to the 3 days post-CS group. Timepoint 2 = 103-day recovery group, and timepoint 3 = 171-day recovery group. Both comparisons were to the 3-day recovery group. Dynamics were similar to those observed at 28 days post CS (see Fig 1D and 1F). B) DMRs where methylation changes were maintained across the recovery period tended to display higher overall variation and a higher degree of statistical significance compared with regions that recovered. C) In every category of DMR (shared, recovery or new) variation diminished as CpG density of a region increased. The impact of CpG density on variation was particularly apparent for regions in which DNAme decreased as a result of CS exposure and later recovered to baseline. D) DMRs that displayed increased DNAme in CS-exposed animals and later recovered were generally regions of lower CpG density, while DMRs that gained methylation and subsequently recovered were generally at regions of higher CpG density. E) Variation in F1 prefrontal cortex gene expression was significantly higher in CS-exposed animals compared with controls suggesting stochastic dysregulation of gene expression in paternal CS-exposed offspring and offspring of mice with reduced antioxidant capacity.
(TIF) Click here for additional data file.

S3 Fig Chromatin properties at F0 sperm DMRs and variation in F1 prefrontal cortex gene expression. A) Chromatin accessibility was not predictive of the propensity for DMRs to recover or be maintained after removal of CS exposure. B-C) Localization of B) H3K4me3 and C) H3K27me3 was likewise not associated with DMR recovery or maintenance.
(TIF) Click here for additional data file.

S4 Fig The effects observed in *Nrf2*^*-/-*^ offspring are similar to those in CS-exposed offspring. A) Heatmap illustrating the significant similarity between CS-associated sperm DMRs identified in WT mice and DMRs associated with the *Nrf2*^-/-^ genotype, apparently independent of CS-exposure status. B) Association with CS exposure was maintained independent of the increased variation we observed in WT exposed mice C) A high correlation in DMRs was observed between CS-exposed WT mice and *Nrf2*^-/-^ whether or not they were exposed to CS. No correlation was observed between DMRs identified in the current study compared with previously published DMRs associated with vinclozolin exposure (VD2) and protein restricted diet (PR). D) Variation in F1 prefrontal cortex gene expression was significantly elevated in *Nrf2*^*-/-*^ controls compared with WT controls suggesting stochastic dysregulation of gene expression in offspring of mice with reduced antioxidant capacity.
(TIF) Click here for additional data file.

S1 Table Gene Set Enrichment Analysis table. Gene expression changes in smoked and Nrf2 mutant mice were analyzed using Gene Set Enrichment Analysis to determine if gene sets from the Hallmarks database were enriched. 

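Gene set enrichment analysis ranks all genes by their change between groups and asks whether the members of a set gather at the top or the bottom of that ranking. The enrichment score is the largest excess of members met on the way down the ranking, and the normalized enrichment score divides it by the mean score of permuted data, so that sets of different sizes can be compared. A positive score places the set among genes that rank high and a negative score among genes that rank low. The table holds a report for the offspring of smoke-exposed mice and a report headed as offspring of exposed Nrf2-/- mice, each with its positive and negative scores listed apart.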

Enrichment scores (ES and NES) and statistical significance (p-values) are indicated for all measurements.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

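RNA of the prefrontal cortex was measured by stranded RNA-seq in 29 male F1 mice, 1 library per animal. Sires and litters of the animals are not labelled, so all tests took the animals as independent. The sires were C57BL/6J males, WT or Nrf2-/-, exposed to CS for 60 days or unexposed, and the dams were CAST/EiJ. All 29 libraries were used: 6 from offspring of control WT sires, 7 from offspring of CS-exposed WT sires and 8 from each group of Nrf2-/- sires. The authors deposited raw read counts per gene for each library, with no normalization. According to the paper, the authors aligned the reads to mm10 with Novoalign, removed low-quality and non-unique reads and counted with regard to strand. The table holds 19362 genes, and the paper's text does not name the annotation release or the filter that gave these genes. Total counts ranged from 7185544 to 14923119 per library. These totals set the counting error of each gene, and the spread between animals adds to it.

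Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filterByExpr function kept 17622 genes, TMM gave the normalization factors, and a quasi-likelihood model was fitted to all 4 groups together. There were 6 comparisons: CS-exposed with control WT sires, control Nrf2-/- with control WT sires, CS-exposed Nrf2-/- with control WT sires, CS-exposed with control Nrf2-/- sires, CS-exposed WT with control Nrf2-/- sires, and the interaction of CS exposure with sire genotype. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The paper's threshold, an absolute log2 fold change above 1 with an unadjusted p under 0.05, was applied to the same model. CPM were computed with the TMM factors, and log2 CPM with a prior count of 2.

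Variation was compared as the median over genes of the log2 ratio of the SDs of log2 CPM, with exact permutation tests over the libraries. Correlations across genes used log2 ratios of group mean CPM, and their reference came from 10000 reassignments of libraries to groups. The overlaps were counted from the log2 fold changes of edgeR, while their reassignments ranked genes by ratios of group mean CPM with a pseudocount of 0.1, because refitting the model that often was not practical. Gene lists were written from gene names before the data were examined, since the memberships of the published gene sets were not used here. Of the 21 lists, 9 were tested in 4 comparisons by exact permutation tests on library scores, and 3 entered 12 Fisher's exact tests among the 200 most increased and 200 most decreased genes. Gene coordinates, exon length, and the GC content of each gene's longest transcript, came from GENCODE release M21 (18289 genes with coordinates, 16721 tested genes with exon length and GC content). The other tested genes were left uncorrected where a correction for exon length and GC content was applied.

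The comparisons, tests, gene lists and thresholds were chosen before the data were examined, as were these alternatives: size factors and the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, only the groups compared, a fold change threshold of 1.5, leaving out each library in turn, Spearman's rho, log2 fold changes of edgeR, separate or equal sets of 3 control libraries, ranking by the signed square root of F, the coefficient of variation, centring on the median, camera of limma 3.58.1, and windows of 10 and 40 Mb around Nfe2l2. Chosen after results were seen were the scores of striatum and olfactory bulb genes as covariates, the removal of 5 tissue scores, the correction of each library for exon length and GC content (loess, span 0.3), a correction on mean expression, the control draws of random gene lists, the tests of GC and length slopes, and a comparison of gene sets with the paper's S1 Table in fgsea 1.28.0. Their effects are given in the closing section. A planned block by replicate was left out, because the numbers in the column names start at 0 and match no replicate label.

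The genes named are Nfe2l2, Trim28 and Dnmt3a, which the paper names, genes that check the sex of the animals, Nnt, the 5 genes with the smallest p in each of 3 comparisons, and listed genes among the 200 most increased or decreased. The model was tested on simulated data with 200 changed genes. It recovered 95.5% of them with the library numbers of the WT comparison and 96% with those of the control Nrf2-/- and control WT comparison, with 12 and 4 false calls. The genes recovered had changed 2-fold (91 and 92 genes) or 4-fold (100 and 100), so these shares do not apply to smaller changes. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The DNA methylation and sperm data of the paper were not analysed here.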

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

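Which library stood apart was known before the tests of sire genotype, library size and tissue markers were chosen, and the test of exon length and GC content was chosen after the GC slopes of the libraries had been seen. In 124 groups of 6 to 8 libraries, the gap between the most extreme library and its nearest neighbour, divided by the range of the group, was compared with Dixon's critical value. It was exceeded in 15 groups, of which 10 were among 88 for single genes and 5 among 36 for gene lists. By chance about 1 in 20 groups is singled out, which gives 6.2.

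Among offspring of CS-exposed WT sires, Th had a ratio of 0.909, with 34.9 CPM in 1 library and 1.04 to 4.11 in the others. Kdm5d had a ratio of 0.597, with 29.3 CPM in 1 library and 40.1 to 47.4 in the others. BC021891 had a ratio of 0.636 (5.59 CPM against 3.37 to 4.18). The scores of neuropeptide receptors (ratio 0.676, -0.83 against -1.33 to -1.17) and of peptide hormones (ratio 0.615, -1.37 against -1.86 to -1.67) were high in the same library. Among offspring of control WT sires, Gm9938 had a ratio of 0.705 (16.5 CPM against 19.5 to 20.7), the peptide hormone score 0.775 (-1.47 against -1.61 to -1.58) and the score of TNF and NF-kB genes 0.700 (0.34 against -0.012 to 0.092).

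Among offspring of control Nrf2-/- sires, the same library was low for Uty, with a ratio of 0.667 (26.6 CPM against 42.3 to 50.1), and for Gm9938, with a ratio of 0.677 (18.03 against 22.5 to 24.7). Among offspring of CS-exposed Nrf2-/- sires, a single library stood apart for Dnmt3a (ratio 0.751, 219 CPM against 151 to 168), BC021891 (ratio 0.567, 4.50 against 2.90 to 3.59) and oxidative phosphorylation (ratio 0.817, a score of 0.89 against 1.26 to 1.34). Other libraries of that group stood apart for Wdfy1 (ratio 0.581, 62.9 CPM against 40.9 to 50.1) and Gm11847 (ratio 0.564, 7.88 against 9.53 to 10.8).

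Nfe2l2 went against a wrong sire genotype in these libraries, since the highest value in such a library from Nrf2-/- sires was 9.93 CPM and the lowest in such a library from WT sires was 13.5. Of the 10 libraries, 3 had the lowest or highest total count of their group, where 2.81 were expected (one-sided permutation test, p = 0.597), so library size was neither shown nor excluded as a source. After the correction for exon length and GC content, 9 of the 13 groups that could be corrected were past the critical value, against 12 on the log2 scale before it. Dnmt3a (0.714 before, 0.297 after), Uty (0.732 and 0.345) and BC021891 in offspring of CS-exposed WT sires (0.577 and 0.457) were no longer past it. Exon length and GC content may therefore account for these 3, while 9 groups stayed past the critical value. BC021891 in offspring of CS-exposed Nrf2-/- sires was under it on the log2 scale already (0.515), and Gm9938 could not be corrected.

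For the library with high Th, olfactory bulb tissue in the dissected cortex is a candidate explanation. Its score over the 6 olfactory bulb genes other than Th was 2.42, against -1.57 to -0.32 in the other libraries of the group. For the library with high neuropeptide receptor and peptide hormone scores, the striatal score without those genes was 1.75 against -2.66 to 0.94 in the others, so striatal tissue could not be told apart from other sources. Its thalamic and hypothalamic score of -0.91 was below those of the other libraries, which goes against that tissue. Its olfactory bulb score of -0.23 lay within the range of the others, from -1.47 to 2.61, but the top of that range is the library with high Th, so olfactory bulb tissue is not excluded.

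For the library with high Wdfy1, a mislabelled CS exposure was tested. Of 20 genes compared, 10 were nearer the mean of the CS-exposed group and 10 nearer that of the controls, so this could not be decided. No biological explanation of single libraries was tested, because the design gives no condition that differs within a group.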

How the results depend on the processing

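The alternatives with tissue scores, covariates or a correction for exon length and GC content were chosen after seeing the data. Across 45 results, 218 alternative values were computed, 186 planned and 32 added. Of these, 171 kept their direction and their side of the threshold or stayed within the allowed range, and 47 did not: 11 were weaker, 4 stronger, 26 moved and 6 reversed. Except where a value is given for it, the cause was not tested.

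The 59 genes at the paper's threshold between offspring of CS-exposed and control WT sires became 168 without a filter, 19 with at least 10 counts in every library and 260 with a fold change of 1.5. They numbered 33 to 90 across the 13 fits that each left out 1 library, and 22 with striatum and olfactory bulb scores as covariates. The count of 0 genes at an adjusted p under 0.05 (1426 unadjusted) became 24 with the Wald test of DESeq2, 7 higher and 17 lower, and was 0 in each of the 13 fits that left out 1 library.

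Between control Nrf2-/- and control WT sires, the 798 genes became 1469 with the Wald test, 299 with only the groups compared, 467 with the covariates and 85 with the correction for exon length and GC content. With that correction, the 2536 genes between CS-exposed Nrf2-/- and control WT sires became 461, and the 1328 between CS-exposed WT and control Nrf2-/- sires became 871. The latter were 90 with only the groups compared. Between CS-exposed and control Nrf2-/- sires, the count of 0 (1014 unadjusted) became 1 with at least 10 counts, 3 with the Wald test and 1 with the correction. For the interaction, the count of 0 (924 unadjusted) became 1, 2 and 1 under the same settings.

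The median log2 ratio of the SDs was 0.19 in both comparisons of variation once tissue scores were removed (exact permutation tests, p = 0.210 and p = 0.200). Random gene lists lowered the ratios as far in 46 and 38 of 100 draws. Leaving out each library gave 0.33 to 0.56 for CS-exposed against control WT sires, where the p ranged from 0.00126 to 0.0520 and was above 0.05 in 1 of 13 fits, and 0.41 to 0.64 for control Nrf2-/- against control WT sires.

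With separate control libraries, the correlation of Fig 4A was 0.128 and that of Fig 4B 0.0902. The overlaps were then 29.2 increased and 11 decreased genes. Data without any change were also simulated, with the same spread in all groups. There r was 0.553 for the pair of Fig 4A, which shares its controls, and -0.0075 for the pair of Fig 4C, which shares none. Sharing the controls thus raises r by itself. The simulation does not give the size of this rise here, because the real control WT libraries varied less than the other groups. Spearman's rho reversed the sign of the correlation of Fig 4C, to 0.102. Ranking by the signed square root of F gave an increased overlap of 8, and the same 3 controls in both ratios gave a decreased overlap of 46.4.

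With camera, the difference for CS-exposed WT sires passed the threshold for oxidative phosphorylation (-0.14, adjusted p = 1.15e-13, up to 0.423 over the alternatives), antioxidant genes (-0.091, 0.00557, up to 0.423) and TNF and NF-kB genes (-0.097, 0.00808, up to 0.423). For control Nrf2-/- sires it passed for TNF and NF-kB genes (-0.15, 0.0223, up to 0.155). It also passed for Wnt genes (-0.13, 0.0202), which had passed without camera too. Tyrosine metabolism reversed for CS-exposed WT sires with camera (0.062, adjusted p = 0.2999), with centring on the median (0.019, 0.709) and with the correction for exon length and GC content (0.016, 0.763). The adjusted p over all its alternatives ranged from 0.2999 to 0.763, against 0.911 before any alternative. Interferon-induced genes reversed with at least 10 counts (0.00021, adjusted p = 0.997, from 0.278). Peptide hormones in offspring of control Nrf2-/- sires reversed with camera (0.045, adjusted p = 0.156, up to 0.574). The Wnt score of control Nrf2-/- sires differed by -0.061 with the correction (adjusted p = 0.155, from 0.0180). These adjusted p are Benjamini-Hochberg values over the lists.

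Ranking by the signed square root of F left fewer list members among the 200 most changed genes. For CS-exposed WT sires there were 1 neuropeptide receptor and 1 peptide hormone increased, and 0 peptide hormones and 0 genes of tyrosine metabolism decreased. For control Nrf2-/- sires there were 0 neuropeptide receptors and 0 peptide hormones increased and 1 gene of tyrosine metabolism decreased. All had an adjusted p of 1 (Fisher's exact test, Benjamini-Hochberg), and the unadjusted p was under 0.05 for 0 of these tests.

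No paired analysis was possible because the numbers in the column names start at 0 and match no replicate label, and the planned block by replicate was not run.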

Differences from the paper's values

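The paper reports 134 genes at its threshold between offspring of CS-exposed and control WT sires, and the value here was 59. Among the alternatives set before the data were examined, no filter on low counts (168 genes) and leaving out 1 library of CS-exposed WT sires (90 genes) came within 1.5 times the paper's value. DESeq2's size factors (59), at least 10 counts in every library (19), the Wald test (50), only the groups compared (42), a fold change of 1.5 (260) and the other fits that left out 1 library (33 to 78) did not.

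The paper's overlap of the 200 most decreased genes is about 61 in Fig. 4E, read by eye, and the value here was 30. Of the alternatives set before the data were examined, the same 3 control libraries in both ratios (46.4) came within 1.5 times that value. Separate control libraries (11), ranking by the signed square root of F (21) and at least 10 counts in every library (23) did not.

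The paper gives 25 M reads (mega) per sample as the minimum sequenced. The fewest reads counted on genes in a library were 7.19 M, which is another quantity, and no alternative bears on it.

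The paper states that genes associated with oxidative stress were higher in offspring of CS-exposed males, and Fig. 4F shows oxidative phosphorylation with a positive score. Here hand-written lists were scored in each library, in place of the paper's gene sets and ranking. The differences were -0.14 for oxidative phosphorylation and -0.086 for antioxidant genes, both with an adjusted p of 0.249 (exact permutation tests, Benjamini-Hochberg). With camera, which tests genes in place of libraries, both passed the threshold. Fig. 4F shows a negative score for oxidative phosphorylation in offspring of Nrf2-/- sires, and the difference here was 0.052 (exact permutation test, adjusted p = 0.394). The paper places neuropeptide receptors among decreased transcripts, and here 4 were among the 200 most increased genes after CS exposure of WT sires and 5 in offspring of control Nrf2-/- sires, with a single receptor among the most decreased genes in each. The receptor score differed by 0.071 after CS exposure of WT sires (above the control mean in 4 of 7 libraries, exact permutation test, adjusted p = 0.530 by Benjamini-Hochberg) and by 0.15 for control Nrf2-/- sires (7 of 8 libraries, adjusted p = 0.133, same exact test). After CS exposure of WT sires, 1 library scored -0.83 and the others -1.33 to -1.17, around the control mean of -1.28. Hormone activity is also placed among decreased transcripts after CS exposure. Here 6 members of the peptide hormone list, with the carrier protein gene Ttr, were among the most decreased and 3 among the most increased genes. The score of the list was lower, in the paper's direction (-0.14, below the control mean in 6 of 7 libraries, exact permutation test, adjusted p = 0.249).

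Figs. 2C and 4D place tyrosine metabolism among increased genes. Here the score of a hand-written list differed by -0.0059 for CS-exposed WT sires and by -0.079 for control Nrf2-/- sires (exact permutation tests, adjusted p = 0.911 and 0.306). It was positive for CS-exposed WT sires with camera (0.062) and with centring on the median (0.019), and with a correction for exon length and GC content chosen after seeing the values (0.016). The paper states that inflammation gene sets were elevated in offspring of both kinds of sires. For CS-exposed WT sires the differences were -0.046 for interferon-induced genes and -0.095 for TNF and NF-kB genes, and for control Nrf2-/- sires -0.13 for Wnt, -0.14 for TNF and NF-kB and -0.069 for JAK-STAT genes. In exact permutation tests only Wnt had an adjusted p under 0.05 (0.0180, and 0.155 after the correction for exon length and GC content). The adjusted p of the others ranged from 0.0809 to 0.278. Both TNF and NF-kB differences were taken from a control WT mean raised by 1 library (0.34 against -0.012 to 0.092 in the others). The report for Nrf2-/- sires in S1 Table is headed as offspring of exposed mice, and for CS-exposed against control Nrf2-/- sires the differences had the paper's sign: 0.089 for TNF and NF-kB (6 of 8 libraries above the control mean), 0.072 for interferon-induced genes (6 of 8), 0.024 for JAK-STAT genes (5 of 8) and 0.0022 for Wnt (3 of 8), with adjusted p from 0.573 to 0.947 (exact permutation tests, Benjamini-Hochberg). Oxidative phosphorylation then differed by -0.042 (3 of 8 libraries below, adjusted p = 0.676, same exact test). This sign rested on 1 CS-exposed library with a score of 0.89. The others had 1.26 to 1.34, around the control mean of 1.30. With at least 10 counts in every library, the difference for interferon-induced genes after CS exposure was 0.00021.

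The paper states that Dnmt3a was not markedly different between groups. Here its log2 fold change between offspring of CS-exposed WT and control Nrf2-/- sires was 0.37 (adjusted p = 0.0227, edgeR with Benjamini-Hochberg adjustment). With the correction for exon length and GC content, chosen after seeing the values, it was 0.19 (adjusted p = 0.134).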

Other observations

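The tests of tissue scores as covariates on the 59 genes, of 2 random gene lists and of the gene set directions were chosen only after the result was seen, and the correction for exon length and GC content, used in several tests, was itself a choice made after seeing the data.

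Other splits of the libraries into groups of the same sizes were compared with the real split, 100 for each comparison with the real split included. For the 59 genes at the paper's threshold between offspring of CS-exposed and control WT sires, 29 of 100 splits gave as many (median 47, highest other 103). For the unadjusted p under 0.05, 7 of 100 gave as many as the 1426 genes. As the count at an adjusted p under 0.05 was 0, all 100 splits gave as many, and the same held for CS-exposed against control Nrf2-/- sires (100 of 100, 1014 genes unadjusted) and for the interaction (100 of 100, 924 genes unadjusted). For control Nrf2-/- against control WT sires (798 genes), CS-exposed Nrf2-/- against control WT sires (2536) and CS-exposed WT against control Nrf2-/- sires (1328), only the real split, 1 of 100, gave as many, and the highest other splits gave 0, 6 and 721. Of the 798 and 2536 genes, 676 were shared, all with the same sign.

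Tissue composition was tested for the 59 genes. With striatum and olfactory bulb scores as covariates 22 genes passed, of which 9 were among the 59. Of the 59, 6 belong to the marker lists (Calb2, Cdhr1, Doc2g, Sp8, Th and Trh). In 100 draws of 2 random lists, 2 lowered the number as far (median 54), and in 100 draws of 21 random lists whose 2 most different were taken, 3 did (median 63.5). The correction for exon length and GC content left 57 genes. A difference in the tissue dissected is consistent with these values, and the 29 of 100 splits with as many genes, the real split included, leave chance as another explanation.

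For the 798 genes, the same covariates left 467, of which 435 were shared, and 62 of 100 draws of random lists lowered the number as far (median 167), so tissue composition cannot be told apart from any shared pattern. The correction for exon length and GC content left 85 genes, 72 of them shared, while a correction on mean expression left 950. Slopes on GC content and exon length were fitted to log2 CPM minus each gene's mean over all libraries, so their signs are relative to the other libraries. Per 10% GC the slope was 0.14 ± 0.0557 (SD, n = 6) in offspring of control WT sires. It was -0.050 ± 0.140 (n = 8) in offspring of control Nrf2-/- sires (exact permutation p = 0.0140, adjusted p = 0.0280 by Benjamini-Hochberg over 6 tests). In offspring of CS-exposed Nrf2-/- sires it was -0.11 ± 0.119 (n = 8, exact permutation p = 0.00300, adjusted p = 0.00899). The slope on exon length did not differ between control Nrf2-/- and control WT sires (difference 0.0076, exact permutation p = 0.377, adjusted p = 0.377), and it differed between CS-exposed Nrf2-/- and control WT sires (difference 0.015, exact permutation p = 0.00233, adjusted p = 0.00899). Much of the difference between sire genotypes may therefore follow GC content, with exon length not excluded, but Nfe2l2, Wdfy1, Gm11847 and Gstm1, which were corrected and passed the threshold afterwards, are not fully explained by it. Genes without exon length and GC content were tested uncorrected, so any of them among the 85 say nothing about it. Sequence of another strain near Nfe2l2 was tested by position: 4.72% of genes within 20 Mb and 4.57% elsewhere were among the 798 (two-sided Fisher's exact test, p = 0.879). Within 10 Mb the share was 7.14% against 4.55% elsewhere (odds ratio 1.61, Fisher's exact test, p = 0.150), and within 40 Mb it was 4.71% against 4.57% (Fisher's exact test, p = 0.815).

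Uty and Ddx3y, both Y-linked, were higher in offspring of control Nrf2-/- sires (log2 fold changes 0.52 and 0.37, adjusted p = 0.0231 and 0.0417, edgeR with Benjamini-Hochberg adjustment). After the correction they were 0.22 (adjusted p = 0.139, same test) and 0.045 (adjusted p = 0.798). Their longest transcripts have 35.8% and 36.1% GC, so GC content is a candidate explanation for both in this comparison. Between CS-exposed Nrf2-/- and control WT sires, Uty was still past the threshold after the correction (log2 fold change 0.30, adjusted p = 0.0201), so the correction does not fully explain Uty.

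The shared control group was tested as an explanation for the correlations of Figs. 4A and 4B and the overlaps of Fig. 4E. Reassigned libraries gave an r as high in a share of 0.882 and 0.942, and as many shared genes in a share of 0.764 for increased and 0.953 for decreased genes (one-sided permutation tests, each 0.953 after Benjamini-Hochberg adjustment). The correlations and overlaps could thus arise from the shared controls. Reassigned control groups take in libraries that vary more than those of control WT sires, which can raise the reassigned values, so these shares may be too high and an excess over the shared controls is not excluded. With separate controls r was 0.128 and 0.0902, positive but not past the reassigned values (one-sided permutation p = 0.186 and 0.223).

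For the higher variation in offspring of CS-exposed WT and of control Nrf2-/- sires, low counts were tested among the most abundant 25% of genes, where the median log2 ratios were 0.70 and 0.87, so low counts do not account for it. Over all genes, the ratios were 0.45 and 0.53 before the correction for exon length and GC content and 0.44 and 0.44 after it, so that correction does not remove the variation. Removing 5 tissue scores gave 0.19 and 0.19, but 46 and 38 of 100 draws of 5 random lists lowered the ratio as far. Tissue composition may contribute, but it cannot be told apart from other patterns that many genes share. A biological source, paternal CS exposure or sire genotype, remains a hypothesis.

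The directions of 25 Reactome gene sets were compared with those of the sets of similar name in the paper's S1 Table. Spearman's rho was -0.34 for CS-exposed against control WT sires (permutation p = 0.0998, 20 of opposite sign) and -0.60 for control Nrf2-/- against control WT sires (permutation p = 0.00189, 21 of opposite sign). In the first comparison 3 of 25 sets were positive here and 17 in the paper, so many opposite signs follow from these margins alone. In the second, 16 were positive here and 9 in the paper's report for Nrf2-/- sires. The permutation took the sets as independent. Against the same report for Nrf2-/- sires, rho was -0.43 for CS-exposed Nrf2-/- against control WT sires (permutation p = 0.0328, 19 of opposite sign) and 0.22 for CS-exposed against control Nrf2-/- sires (permutation p = 0.290, 10 of opposite sign). The heading of that report names offspring of exposed Nrf2-/- mice and does not settle which comparison it holds. Without 5 sets seen first, rho was -0.14 (p = 0.551) for CS-exposed against control WT sires and -0.44 (p = 0.0520) for control Nrf2-/- against control WT sires. A reversed direction of the comparison would give negative values, which the positive value for CS-exposed against control Nrf2-/- sires does not show. As paired names are not equal memberships either, this could not be decided.

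Wdfy1 was lower in offspring of CS-exposed than of control Nrf2-/- sires (log2 fold change -0.37, adjusted p = 0.0549, and -0.40, adjusted p = 0.00207, after the correction, edgeR with Benjamini-Hochberg adjustment). For strain sequence linked to Wdfy1, 5.74% of genes within 20 Mb and 5.77% elsewhere had an unadjusted p under 0.05 (two-sided Fisher's exact test, p = 1). As 41 of 100 splits gave as many such genes as the 1014 of the real split, most of them are no more than chance gives, and the test says little about linked sequence. With edgeR's filter and quasi-likelihood test, the change did not pass the threshold before the correction, and an effect of CS remains a hypothesis.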
